# Deciphering the role of IGFBP5 in delaying fibrosis and sarcopenia in aging skeletal muscle: therapeutic implications and molecular mechanisms

**DOI:** 10.3389/fphar.2025.1557703

**Published:** 2025-03-12

**Authors:** Luze Shi, Zheci Ding, Jiwu Chen

**Keywords:** skeletal muscle fibroblasts, skeletal muscle fibrosis, skeletal muscle aging, fibrosis, sarcopenia

## Abstract

**Introduction:**

Sarcopenia is a condition characterized by the loss of muscle fibers and excessive deposition of extracellular matrix proteins. The interplay between muscle atrophy and fibrosis is a central feature of sarcopenia. While the mechanisms underlying skeletal muscle aging and fibrosis remain incompletely understood, cellular senescence has emerged as a key contributor. This study investigates the role of D-galactose (D-gal) in inducing fibroblasts senescence and skeletal muscle fibrosis, and aims to find the key regulator of the process to serve as a therapeutical target.

**Methods:**

To discover the role of D-gal in inducing cellular senescence and fibrosis, the senescence markers and the expression of fibrosis-related proteins were assessed after introducing D-gal among fibroblasts, and muscle strength and mass. The severity of muscle atrophy and fibrosis were also verified by using H&E staining and Masson trichrome staining after D-gal treatment via subcutaneous injection among mice. Subsequently, mRNA sequencing (RNA-seq) was performed and the differential expressed genes were identified between under D-gal or control treatment, to discover the key regulator of D-GAL-driven fibroblasts senescence and fibrosis. The role of the key regulator IGFBP5 were then validated in D-GAL treated IGFBP5-knockdown fibroblasts *in vitro* by analyzing the level of senescence and fibrosis-related markers. And the results were further confirmed *in vivo* in IGFBP5-knockdown SAMP8 mice with histological examinations.

**Results:**

D-gal treatment effectively induced cellular senescence and fibrosis in fibroblasts, as well as skeletal muscle atrophy, fibrosis and loss in muscle mass and function in mice. IGFBP5 was identified as a key regulator of D-GAL induced senescence and fibrosis among fibroblasts using RNA-seq. And further validation tests showed that IGFBP5-knockdown could alleviate D-GAL-induced fibroblast cellular senescence and fibrosis, as well as the severity of muscle atrophy and fibrosis in SAMP8 mice.

**Discussion:**

IGFBP5 emerging as a key regulator of D-GAL-induced fibroblast cellular senescence and fibrosis. The findings provide new insights into the molecular mechanisms underlying age-related skeletal muscle fibrosis and highlight IGFBP5 as a potential therapeutic target. Further research is needed to validate these findings and explore related clinical applications.

## Introduction

Sarcopenia, characterized by the loss of muscle mass and strength, and fibrosis, is a common health issues among the elderly, significantly impacting their mobility and overall health (Di Iorio et al., 2006; Tournadre et al., 2019). With the advent of the aging society, these concerns have garnered widespread attention. Skeletal muscle plays a crucial role in movement, metabolic balance, and heat generation (Argilés et al., 2016). Nevertheless, a range of abnormal health states, including long-term illnesses, malignancies, protracted infections, and the aging process, have the potential to upset the equilibrium between the synthesis and breakdown of muscle proteins. This disruption can subsequently result in the occurrence of muscle atrophy and fibrosis (Kirkendall and Garrett, 1998; Argilés et al., 2016). In the context of sarcopenia, fibrosis poses substantial detrimental effects on patients by escalating muscle stiffness and curtailing their physical activity levels (Argilés et al., 2016; Antar et al., 2023). The excessive accumulation of fibrous tissue can also interfere with the communication between muscle satellite cells and the surrounding cellular milieu, leading to a decline in their myogenic capabilities (Murphy et al., 2011; Serrano et al., 2011; Antar et al., 2023). Therefore, unveiling the mechanisms of fibrosis in aged muscle is fundamental for skeletal muscle health (Serrano et al., 2011; Liu et al., 2018).

Skeletal muscle fibroblasts and Fibro-Adipogenic Progenitors (FAPs) are both important for muscle repair and maintenance but have distinct roles(Molina et al., 2021; Chen et al., 2022; Chapman et al., 2016). Skeletal muscle fibroblasts primarily produce and remodel the extracellular matrix (ECM), supporting tissue structure and wound healing(Chapman et al., 2016; DeLeon-Pennell et al., 2020). In contrast, FAPs are specialized cells within skeletal muscle that aid regeneration by differentiating into adipocytes and fibroblasts in response to injury or disease(Molina, Fabre, and Dumont, 2021). FAPs secrete factors like IL-6 and WNT, which promote muscle repair and create a supportive environment for muscle stem cells (MuSCs) (Madaro et al., 2018; Riparini et al., 2022; Parker and Hamrick, 2021). Skeletal muscle fibroblasts maintain ECM and provide structural support(Gillies and Lieber, 2011), whereas FAPs have a dual role: they aid regeneration by supporting MuSCs but can also contribute to fibrosis or fat buildup in diseases like Duchenne Muscular Dystrophy (DMD) (Chen et al., 2022; Parker and Hamrick, 2021). Additionally, FAPs have broader differentiation potential, allowing them to become adipocytes or fibroblasts, influencing the balance between repair and fibrosis(Judson et al., 2017; Molina et al., 2021). Both cells contribute to muscle health and repair.

Regarding the various pathways involved in muscle fibrosis, oxidative stress and inflammation are significant for muscle atrophy and extracellular matrix (ECM) deposition, capable of activating numerous signal pathways, including the ubiquitin-proteasome system, autophagy-lysosome system, and mTOR (Nishikawa et al., 2021; Gambini and Stromsnes, 2022; Antar et al., 2023). The IGF (insulin-like growth factor) signaling pathway plays a crucial role in skeletal muscle fibrosis and sarcopenia (Clemmons, 2009; Ye et al., 2013; Frost and Lang, 2012; Forbes, Blyth, and Wit, 2020). Among them, IGF-1 is a key factor in this pathway (Hayashi et al., 2004). IGF-1 inhibits inflammation through the Ras/PI3K/IKK/NF-κB pathway, reducing pro-inflammatory cytokine production and promoting tissue repair 6. Chronic inflammation often leads to tissue atrophy due to prolonged cytokine exposure (e.g., TNF-α, IL-6), which disrupts cellular homeostasis. By suppressing NF-κB activation, IGF-1 mitigates inflammatory damage, indirectly preventing muscle or atrophy caused by persistent inflammation (Zhang et al., 2024; Feng et al., 2022; Stitt et al., 2004). Besides, IGF promotes muscle cell growth and differentiation by binding to the IGF-1 receptor and activating the downstream PI3K/Akt/mTOR signaling pathway, thus combating muscle atrophy (Yoshida and Delafontaine, 2020). There may also be an interaction between IGF-1 and TGF-β1, which together influence the process of skeletal muscle fibrosis (Danielpour and Song, 2006; Kjaer et al., 2006).

Insulin-like growth factor binding proteins (IGFBPs) are a group of proteins that bind to insulin-like growth factors (IGFs), finely regulating their biological activity, distribution, and mode of action (Kelley et al., 1996; Baxter, 2023). The IGFBP family includes at least seven different proteins (IGFBP-1 to IGFBP-7), which share similarities in structure and function but also possess some unique characteristics and roles (Kelley et al., 1996; Hwa et al., 1999; Allard and Duan, 2018). IGF binding protein 5 (IGFBP5), as a regulator of IGF-1, can influence the biological activity of IGF-1 and, consequently, the regenerative capacity of muscles (Hwa et al., 1999; Beattie et al., 2006). The biological functions of IGFBP5 remain a subject of debate in scientific research (Duan and Allard, 2020; Waters et al., 2022). Certain investigations propose that IGFBP5 could trigger senescence via the STAT3 pathway or pathways associated with P53. In contrast, other studies observe an increase in IGFBP5 levels in cells that have undergone senescence due to radiation or kinase inhibitor treatment (Alessio et al., 2024). Additionally, some reports associate reduced IGFBP5 expression with senescence (Nojima et al., 2022). The varied and sometimes conflicting biological functions ascribed to IGFBP5 might be due to its participation in multiple signaling pathways (Duan and Allard, 2020). However, the role of IGFBP5 in sarcopenia remains to be elucidated.

In the current study, a series of experiments were conducted *in vitro* and *in vivo* to undermine the mechanisms of skeletal muscle fibrosis under sarcopenic condition (Park et al., 2017; Lim and Frontera, 2023; Nojima et al., 2022). Relying on sequencing and verifications, IGFBP5 was noticed to be significantly upregulated in aged fibroblasts. Subsequently, we found that reducing the expression of IGFBP5 partially alleviated fibrosis in sarcopenic muscle by moderately potentiating the effects of IGF-1, providing clue to the development of novel anti-fibrosis therapies in sarcopenia.

## Materials and methods

### Cell culture and induction

Mouse skeletal muscle fibroblast cells (NOR-10) were purchased from the Shanghai Zhong Qiao Xin Zhou Biotechnology Co., Cells were cultured in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. Cells were maintained in a humidified incubator at 37°C and 5% CO2 atmosphere. FAPs were isolated from skeletal muscle tissues according to the previous study and cultured in DMEM supplemented with 10% FBS, 1% penicillin-streptomycin, and 1% L-glutamine (Kang et al., 2024). For the induction of senescence from fibroblast and FAPs, cells were incubated in a D-gal concentration of 20 mg/mL for 3 days, while the negative control (NC) group was treated with an equal amount of PBS.

### siRNA structure and design and transfection

Small interfering RNA (siRNA) molecules were designed to specifically target the mRNA of the gene, IGFBP5, to induce RNA interference (RNAi) and achieve gene silencing. 

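In the reference annotation (GENCODE release M21), Igfbp5 (ENSMUSG00000026185) spans 16953 bp on the minus strand of chromosome 1 of GRCm38, from 72857932 to 72874884. It has 2 annotated transcripts, of which 1 is coding, with 4 exons. Exon 1 (72873806 to 72874884) holds a 5′ UTR of 745 bases and the first 334 coding bases. Exon 2 (72863851 to 72864080, 230 bases) and exon 3 (72863143 to 72863262, 120 bases) are entirely coding. Exon 4 (72857932 to 72862508, 4577 bases) holds the last 129 coding bases and, from 72857932 to 72862379, the stop codon and 3′ UTR, 4448 bases together. The coding sequence without the stop codon is 813 bases long. The other transcript has 6 exons and no coding sequence. The nearest annotated gene, Igfbp2, lies 5458 bp away. The FPKM values in the deposited table divide the Igfbp5 counts by a length of 9937 bases, whereas the exons of both transcripts together cover 6006 bases.

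**Figure D1:**
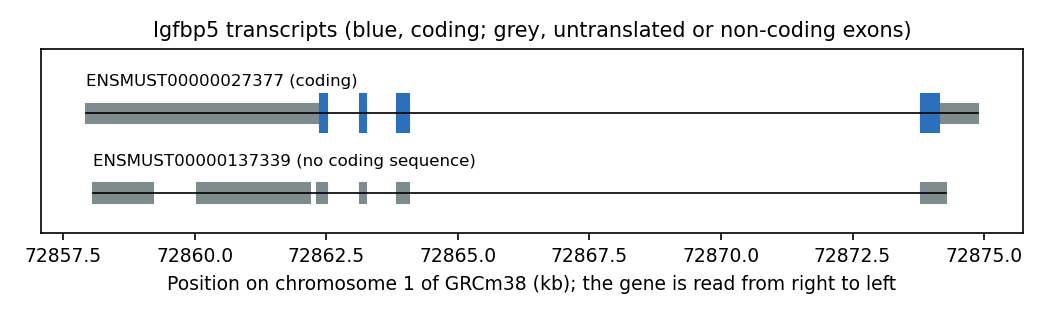
Map of the 2 annotated Igfbp5 transcripts on chromosome 1 of GRCm38 (horizontal axis, position in kb), with coding sequence in blue and other exon sequence in grey. The 3′ UTR of 4448 bases with the stop codon fills most of exon 4 at the left end.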

The sequences of the siRNA were designed based on the mRNA sequence of IGFBP5 (GenBank Accession No. NM_010518). Cells were seeded in 24-well plates. When cells reached 30%–50% confluence, siRNA was transfected using Lipofectamine 2000. siRNA and Lipofectamine 2000 were diluted in Opti-MEM I, mixed, and incubated for 20 min at room temperature. The complex was added to the cells, incubated at 37°C in 5% CO_2_, and after 4–6 h, replaced with complete medium containing 10% FBS. Cells were harvested 48 h later for analysis.

### Senescence-associated β-galactosidase(SA-β-gal) staining

The protocol was consistent with the previous study (Shahini et al., 2021), that n = 3 biological replicates were used. Digital camera was used to capture images of the stained cells. ImageJ (Version 1.54 m) was used to count the number of blue-stained senescent cells and the total number of cells in each image.

### Transcriptome sequencing (RNA sequencing) and bioinformatic analysis

Raw data was obtained with Feature Extraction software 10.7 and normalized (GSE277119). For fibroblasts induced by D-gal and control group samples (n = 3 in each group), sequencing libraries were generated using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, USA). Raw sequencing reads were processed using FastQC (version 0.11.9) to assess the quality of the sequencing data. Low-quality reads (Phred score <20) were trimmed using Trimmomatic (version 0.39). High-quality reads were retained for further analysis. Genes were considered differentially expressed if they met the following criteria: an adjusted p-value (FDR) < 0.05 and a log2 fold change (log2FC) ≥ 1 or ≤ −1. GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis were performed as the protocol according to the previous study (Sun et al., 2018).

### Animals

Healthy male C57BL/6 mice, 10 in total, 6–8 weeks old, with body weights ranging from 20 to 24 g, purchased from Cyagen Biosciences. Mice was randomly divided into experimental and control groups (n = 5), with the experimental group mice receiving D-gal via subcutaneous injection at a dose of 200 mg/kg/d for 8 consecutive weeks. The control group is injected with an equivalent amount of normal saline. The SAMP8 (senescence-accelerated mouse-prone 8) model was chosen for its accelerated aging phenotype, which mimics age-related fibrogenic processes in skeletal muscle. SAMR1 (senescence-accelerated mouse-resistant 1) was used as a control. Healthy male SAMP8, 10 in total, and SAMR1, 5 in total, 24 weeks old, with body weights ranging from 42 to 45 g, purchased from Hangzhou Ziyuan Experimental Anmial Technology Co. Mice was randomly divided into experimental and control groups (n = 5), with the experimental group mice receiving siRNA dissolved in normal saline via tail vein injection at a dose of 100 umol/ml twice a week for 4 consecutive weeks. The control group and the SAMR1 group are injected with an equivalent amount of normal saline. The mice were housed separately, and had sufficient space to meet the growth and behavioral needs of the animals, provided with feed and distilled water. Bedding was kept clean with good air circulation. 1 day after the last injection, mice were placed sacrificed with carbon dioxide,and the CO2 flow was 30% vessel volume per minute to ensure that the animal gradually became consciousness and eventually died before reaching a concentration that could cause pain. The lower limbs of the mouse were carefully amputated, and the muscles (gastrocnemius, tibialis anterior, quadriceps) were dissected away from the bone and surrounding tissues. Department of Shanghai Chedun Experimental Animal Ethics Committee provided full approval for this research (AD2024092).

### Western blot

Western blot (WB) was performed following the procedures in a previous publication(n = 3) (Zhang et al., 2023), with primary antibodies identified by the following catalog numbers: P16(10883-1-AP), P53(10442-1-AP), IGFBP5(55205-1-AP), COL-1(14695-1-AP), α-SMA(14395-1-AP).

### PCR

The PCR was performed according to the protocols established in a previous study (Mollica, 2010).

### HE, MASSON and immunofluorescence staining

All staining protocols were adhered to as described in previous studies(n = 3) (Wang et al., 2017; Van De Vlekkert et al., 2020; Esper et al., 2023), with primary antibodies identified by the following catalog numbers: IGFBP5(55205-1-AP), α-SMA(14395-1-AP), IGF-1(28530-1-AP), TGF-β(26155-1-AP). Fluorescence intensity was measured using a fluorescence microscope and normalized to control.

### Statistical analysis

All data are presented as mean ± standard deviation (SD). GraphPad Prism 9.4.1 software (GraphPad, CA, USA) was used for statistical analysis and image construction. For comparisons between two groups, Student’s t-test and Paired Samples t-test was used. For comparisons among multiple groups, one-way ANOVA was employed, followed by *post hoc* Tukey’s test for pairwise comparisons. All statistical tests were two-tailed, and p-values less than 0.05 were considered statistically significant.

## Results

### D-gal-induced skeletal muscle fibrosis characteristics

D-gal is a chemical that commonly induces cellular senescence (Azman and Zakaria, 2019). It leads to mitochondrial damage and a decline in energy metabolism, which are associated with aging (Parameshwaran et al., 2010). The first, NOR-10 fibroblasts were treated with D-gal, resulting in significant increases in the protein levels of senescence markers p16 and p53, and SA-β-gal staining confirmed cellular aging (Figures 1A, B). This confirms the successful establishment of an aging model in mouse skeletal muscle fibroblasts post D-gal induction. Western blot of fibrosis-related markers (α-SMA, COL-1) were then detected (Figure 1C). Not surprisingly, a significant elevation was observed after D-gal induction.

**FIGURE 1:**
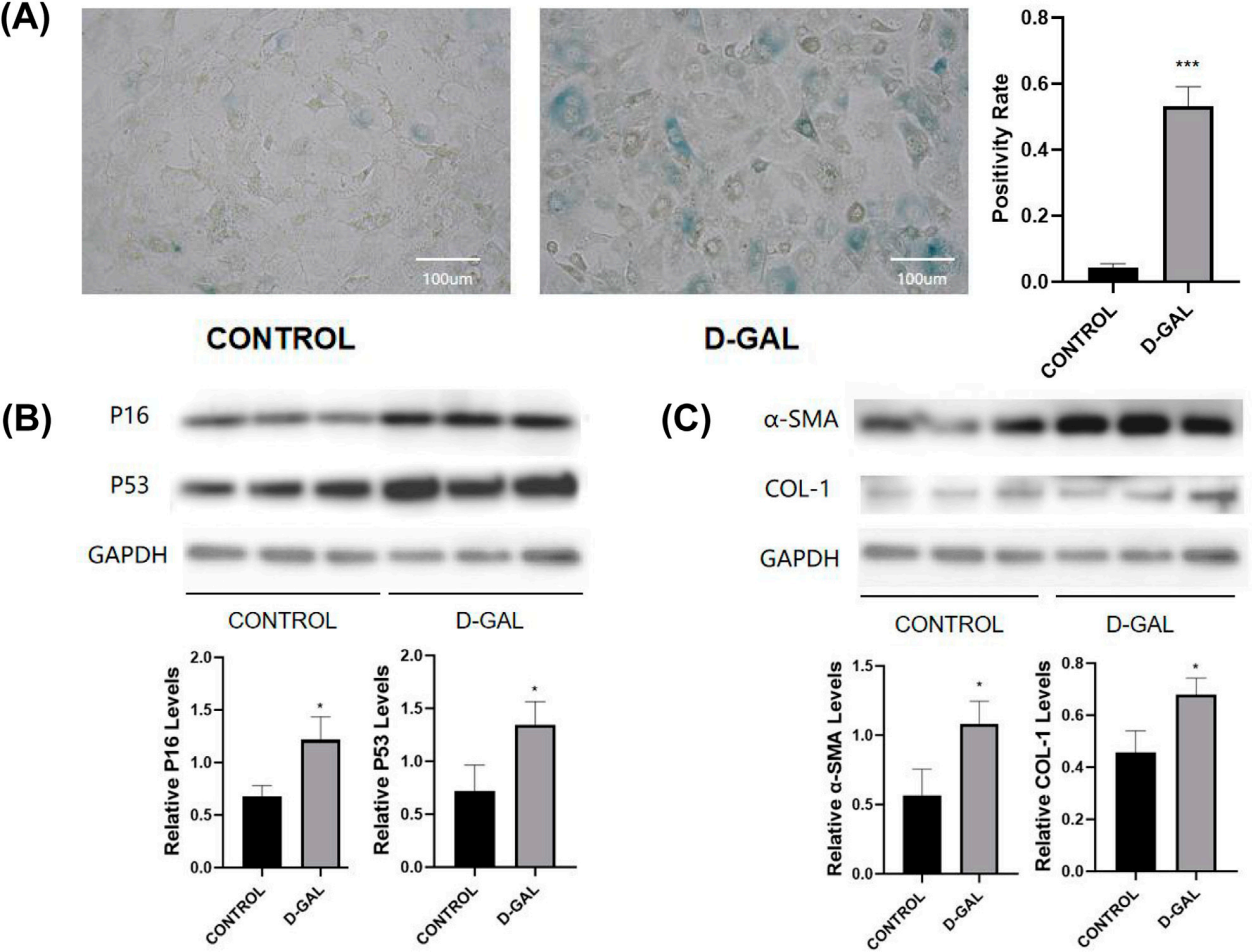
**(A)** SA-β-gal staining of NOR-10 (CONTROL vs. D-GAL) and the statistical analysis **(B)** Western blot of senescence markers (P16, P53) and the statistical analysis **(C)** Western blot of fibrosis-related markers (α-SMA, COL-1) and the statistical analysis (compared to control group, *p < 0.05, **p < 0.01, ***p < 0.001).

According to the research methods in previous articles, D-gal is also widely used to induce skeletal muscle aging (Tian et al., 2022). After 8 weeks of D-gal injection, comparisons were made in terms of body weight, muscle strength, and the weight of lower limb muscles (gastrocnemius, tibialis anterior, quadriceps) and their percentage of the body weight (Figure 2A). The results demonstrated that the D-gal induced group had a significant decrease in muscle strength and slight decline in the weight of individual lower limb muscles. HE and Masson showed a significant reduction in fiber cross-sectional area with, on the other hand, a noticeable increase in ECM in the D-gal induced group (Figures 2B, C).

**FIGURE 2:**
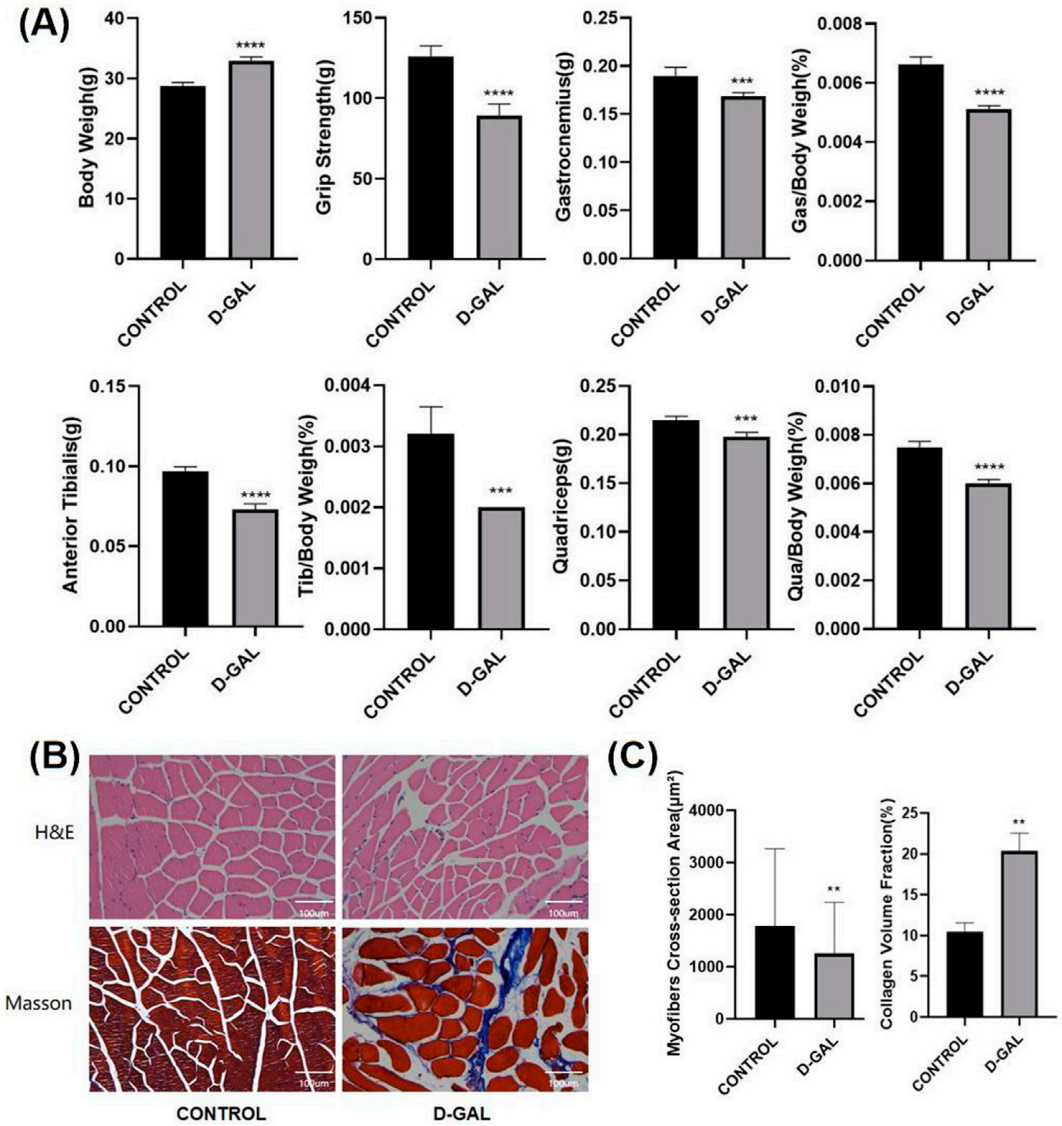
**(A)** Body weight, muscle strength, and the weight of lower limb skeletal muscles (gastrocnemius, tibialis anterior, quadriceps) and their percentage of the body weight of C57BL/6 mice(CONTROL vs. D-GAL) **(B)** The HE and Masson staining of limb skeletal muscle(CONTROL vs. D-GAL) **(C)** the statistical analysis of, myofiber cross sectional area (CSA) and collagen volume fraction (CVF) (compared to control group, *p < 0.05, **p < 0.01, ***p < 0.001, **** *p* < 0.0001).

### Identifying IGFBP5 in D-gal-induced skeletal muscle sequencing analysis

To explore the mechanisms underlying the fibrosis of skeletal muscle during its aging process, we performed sequencing on skeletal muscle fibroblasts that had been induced to aging. 

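RNA-seq was performed on NOR-10 cells, a mouse skeletal muscle fibroblast line. The D-gal group was incubated with 20 mg/mL D-gal for 3 days and the control group with an equal amount of PBS, with n = 3 replicates in each group. The methods name a kit for small RNA libraries, whereas the sample labels name an RNA-seq kit from another supplier, so the library type rests on the labels. According to the methods, the authors checked the reads with FastQC and trimmed them with Trimmomatic. The paper's text does not name the aligner, the counting tool, whether counting used the strand, the annotation or the test behind the differentially expressed genes. The deposited table lists 34745 genes by Ensembl identifier and gives for each library the count of reads on the gene, without normalization, and an FPKM value. Total counts per library ranged from 16876087 to 20830349 in the control group (median 19462852) and from 13759108 to 15157064 in the D-gal group (median 14849145). The 10 genes with the most counts held between 5.99% and 6.16% of a library. Genes of the mitochondrial genome held 4.26% to 4.44% of the counts in control libraries and 4.87% to 4.98% in D-gal libraries. Each pair of replicates differed by more than the sampling noise (chi-square per degree of freedom from 6.00 to 9.42), so every library was counted as a separate sample. The counts were normalized with edgeR's TMM method, whose factors lay between 0.9855 and 1.015. The 13407 genes kept by edgeR's filterByExpr were tested, and their biological coefficient of variation was 9.47%. Differentially expressed genes were called at the thresholds of the paper's methods, an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. The FPKM values served only as an alternative. In 8554 of 12662 genes compared (67.6%), the gene length behind them was the sum of the distinct annotated exons, which counts overlapping exons repeatedly.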

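Among the 13407 genes tested, 564 (4.21%) were differentially expressed between the D-gal and the control group in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression was higher under D-gal in 318 of them and lower in 246. The median size of their log2 fold change was 1.39, while the median log2 fold change of all genes tested was 0.0036. In 561 of the 564 genes, all D-gal replicates lay on one side of all control replicates. This held for 49.1% of all genes tested, where chance gives 10% for 3 against 3. Genes are not independent replicates, so this share is a description and not a test. Dropping the fold change criterion moved the count most of all alternatives, to 4661 genes (2268 higher and 2393 lower). On the log2 normalized expression of all genes tested, the mean Euclidean distance between libraries of different groups exceeded that within groups by 22.9. The largest such difference among the other 9 splits of the libraries into 3 and 3 was -1.61 (one-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). Pearson's correlation across genes, which are not independent replicates, was 0.989 to 0.991 between replicates and 0.972 to 0.978 between groups.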

Compared to the sequencing results of the control group, there were significant differences in mRNA expression (Figures 3A, B). 

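The annotation tables behind GO and KEGG were not used here, and 19 gene lists written from general knowledge took their place. Over-representation among the 564 differentially expressed genes was tested with a one-sided Fisher's exact test against all genes tested. The shift of each list was tested with camera at a preset correlation of 0.01, and both tests were adjusted over the 19 lists by the Benjamini-Hochberg method. Of the 242 solute carriers and ABC transporters tested, 21 were differentially expressed, 18 higher and 3 lower, an enrichment of 2.06 (adjusted p = 0.00651 from Fisher's exact test). At the adjusted p-value alone, 58 transporters were higher and 32 lower, with the same numbers when adjusted over the list alone. The median log2 fold change of the transporters was 0.05, and their upward shift was not past the threshold (camera, adjusted p = 0.0846). The transporters with the smallest p-values were Slc29a1 (log2 fold change -0.87, standard error 0.05), Slc1a3 (0.91, standard error 0.06) and Slc5a3 (0.55, standard error 0.04). Slc5a3 overlaps another gene on its strand, and Slc29a1 overlaps a gene on the other strand and shares 5.51% of its sequence with other genes, so both are uncertain.
Of the 67 genes tested of the translation factor list (initiation, elongation and termination), 1 was differentially expressed, an enrichment of 0.355 (adjusted p = 1 from Fisher's exact test). This gene, Eef2k, encodes a kinase of elongation factor 2 and is not itself a translation factor. At the adjusted p-value alone, 10 genes of the list were higher and 21 lower, also when adjusted over the list alone. The median log2 fold change of the list was -0.06, and the downward shift was not past the threshold (camera, adjusted p = 0.0909). The log2 fold change of Eef2k was -1.07 (standard error 0.08), and the gene overlaps another on the other strand. Eif4b changed by -0.31 (standard error 0.02) and Eef2 by -0.28 (standard error 0.03), with 5.77% and 22.2% of their sequence shared with other genes.
Of the 60 genes tested of the ECM-receptor interaction list, 5 were differentially expressed upwards and 5 downwards, an enrichment of 3.96 (adjusted p = 0.00115 from Fisher's exact test). At the adjusted p-value alone, 11 were higher and 23 lower (11 and 25 when adjusted over the list alone). The list was shifted downwards, with a median log2 fold change of -0.11 (camera, adjusted p = 0.0017). Its genes with the smallest p-values were Fn1, Tnn and Col1a2. Fn1, which overlaps a gene on the other strand, had 112100 ± 2407 normalized counts (SD, n = 3) in the control group and 46570 ± 2564 (SD, n = 3) in the D-gal group, a log2 fold change of -1.27.
Cell growth and death was covered only in part, by a list of cell cycle genes. This list of 68 genes held 2 differentially expressed genes, an enrichment of 0.699 (adjusted p = 0.996 from Fisher's exact test). At the adjusted p-value alone, 62 were lower and 0 higher (63 and 0 when adjusted over the list alone, 63 and 0 at an unadjusted p under 0.05). The smallest p-values were those of Anln (log2 fold change -0.73), Ncapd2 (-0.67) and Kif20a (-0.58). Ncapd2 overlaps a gene on its strand, Kif20a overlaps a gene on the other strand, and Kif20a shares 27.6% of its sequence with other genes. Camera called 5 of the 19 lists shifted, and all 5 were also called by fry, but none with an estimated correlation, under which 2 lists had an unadjusted p under 0.05.

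**Figure D2:**
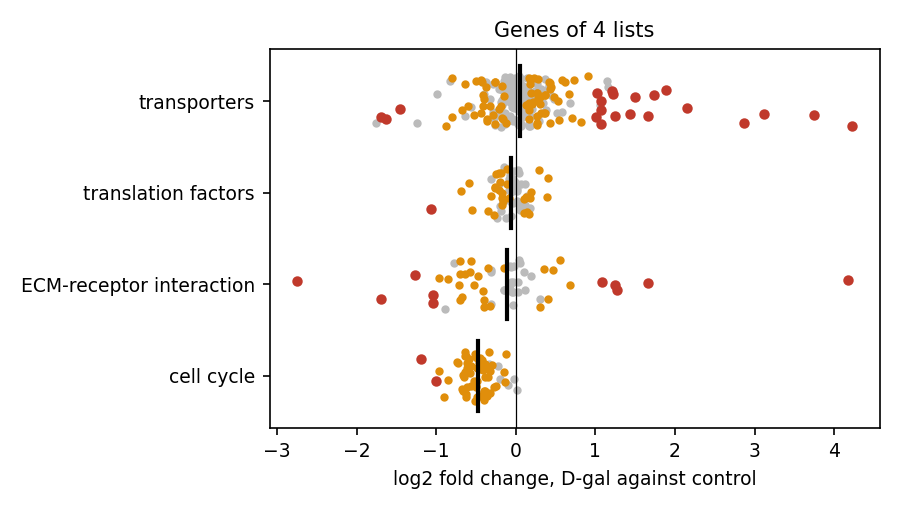
Log2 fold change of each tested gene (points, horizontal axis) in 4 lists, D-gal against control. Red points are differentially expressed, orange points have an adjusted p-value under 0.05 alone, grey points neither, and black bars are the list medians, 0.05, -0.06, -0.11 and -0.48 from top to bottom. The vertical spread has no meaning.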

Enrichment analysis was conducted using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and pathways related to skeletal muscle fibrosis were identified as being of particular interest in cellular processes, regulation of biological processes, and metabolism, such as transporter activity, translation regulator activity, ECM-receptor interactions and cell growth and death (Figures 3C, D). 

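The largest rises and falls were taken among the differentially expressed genes whose 3 D-gal values all lay on one side of the 3 control values, with at least 100 counts in every library of the higher group. Positions are on GRCm38, as the deposited table gives them. Prss35 (ENSMUSG00000033491, chromosome 9, 86743649 to 86758443) rose most. Its normalized count was 74.8 ± 24.8 (SD, n = 3) in the control group and 6031 ± 1285 (SD, n = 3) in the D-gal group. This was a log2 fold change of 6.31 (standard error 0.24, adjusted p = 3.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It shares 6.51% of its sequence with other genes. Slc6a12 (ENSMUSG00000030109, chromosome 6, 121343076 to 121365775), a betaine transporter, rose by a log2 fold change of 4.23 (standard error 0.50, adjusted p = 4.8e-04 from the same edgeR test). Its counts were 29, 5 and 4 in the control libraries and 140, 247 and 176 in the D-gal libraries, and without control replicate 1 the log2 fold change was 5.67. Tnn (ENSMUSG00000026725, chromosome 1, 160085029 to 160153580), which encodes tenascin-N, had 36.7 ± 3.88 and 665 ± 92.2 normalized counts (SD, n = 3), a log2 fold change of 4.17 (standard error 0.14, adjusted p = 2.1e-06 from the same edgeR test). Gm28062 (ENSMUSG00000100725) rose by a log2 fold change of 3.81 (standard error 0.76, adjusted p = 0.00601 from the same edgeR test). It is absent from the reference annotation used, its counts differed 25.8-fold between control replicates after normalization, and without control replicate 1 its log2 fold change was 6.02, so its rise is uncertain in size.
The largest fall was that of Lrrc17 (ENSMUSG00000039883, chromosome 5, 21543559 to 21575904), with a log2 fold change of -2.76 (standard error 0.27, adjusted p = 1.7e-04 from the same edgeR test). It overlaps a gene on the other strand, shares 5.86% of its sequence with other genes and is therefore uncertain. Tgfbi (ENSMUSG00000035493, chromosome 13, 56609603 to 56639339), an ECM protein induced by TGF-β, had 166.5 ± 11.3 normalized counts in the control group and 26.6 ± 4.66 in the D-gal group (SD, n = 3), a log2 fold change of -2.64 (standard error 0.16, adjusted p = 1.9e-05 from the same edgeR test). Mt2 (ENSMUSG00000031762), a metallothionein, fell by 2.48 on the log2 scale (adjusted p = 1.7e-05 from the same edgeR test), but shares 64.3% of its sequence with other genes and overlaps a gene on the other strand. Apob (ENSMUSG00000020609, chromosome 12, 7977648 to 8016835) fell by 2.18 (standard error 0.16, adjusted p = 5.1e-05 from the same edgeR test). For each of these 8 genes an exact two-sided permutation test of the log2 counts gave p = 0.1, the smallest that 3 against 3 allows.

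**Figure D3:**
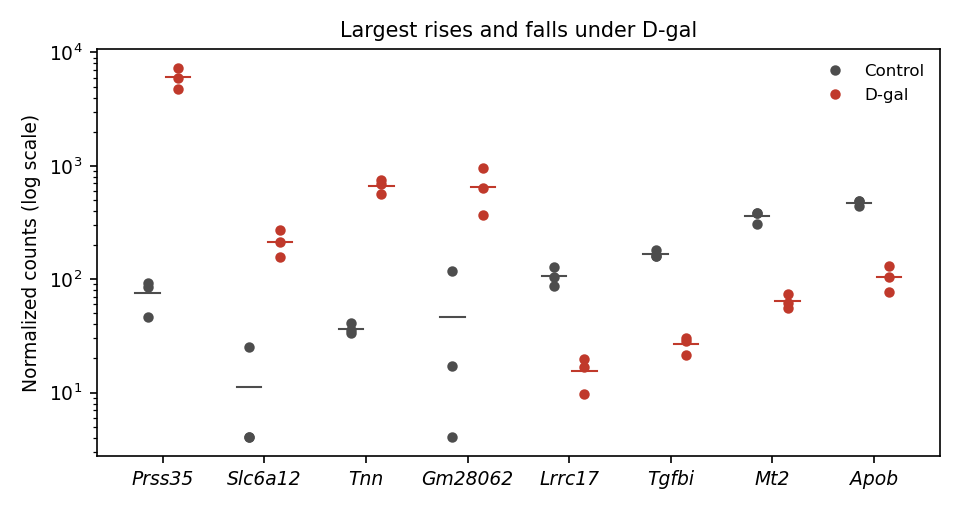
Normalized counts on a log scale (vertical axis) of the 4 genes with the largest rise and the 4 with the largest fall. Points are the 3 replicates of the control group (grey) and the D-gal group (red), and lines are the group means. Prss35 went from a mean of 74.8 to 6031, and the control points of Slc6a12 and Gm28062 are spread widely.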

Differential gene expression was selected by data processing, including both upregulated and downregulated genes (Supplementary Figures 1A–D). By further analyzing the gene enrichment results from KEGG and GO, and conducting a search and study of relevant literature and currently published research articles, the IGFBP5 gene has been identified. IGFBP5 was identified as a key candidate gene of differentially expressed genes (DEGs) and the expression of it was significantly upregulated compared to controls (log2 fold change > 2, p < 0.01).

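Igfbp5 (ENSMUSG00000026185) had 201, 225 and 170 counts in the control libraries and 1743, 2728 and 2064 counts in the D-gal libraries. After TMM normalization these were 177 ± 6.13 (SD, n = 3) in the control group and 2474 ± 512 (SD, n = 3) in the D-gal group, so the difference was larger than the spread between replicates. The log2 fold change was 3.80 (standard error 0.15, adjusted p = 3.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 14.0-fold rise. Every D-gal library had a higher value than every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allows). Among the differentially expressed genes, Igfbp5 ranked 26 by p-value, and its rise was number 10 in size among the higher genes. The deposited FPKM values were 1.04, 1.09 and 1.01 in the control group and 11.8, 18.1 and 15.1 in the D-gal group. With each replicate left out in turn, the log2 fold change lay between 3.65 and 3.95. Limma on log2(FPKM + 1) moved it most, to 2.95 on that scale, which understates the change of genes with low values. No other annotated gene overlaps the exons of Igfbp5 on either strand, and 0% of its sampled sequence words occur in other genes. The paper combines the differential expression with the KEGG and GO enrichment results and a search of published work, and from these it concludes that IGFBP5 is a key candidate gene among the DEGs.

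**Figure D4:**
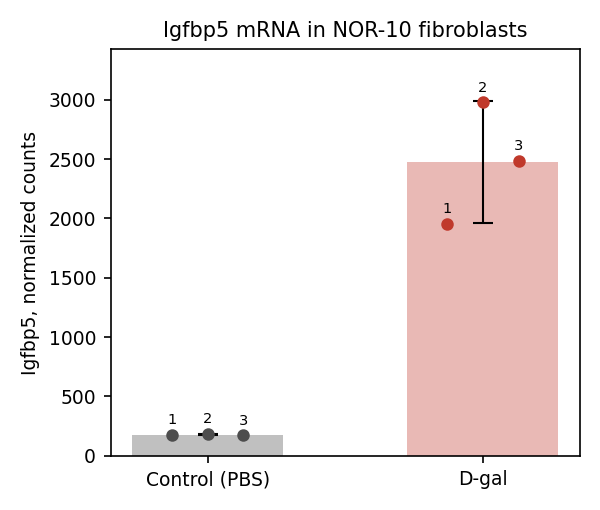
Normalized counts of Igfbp5 (vertical axis) in control and D-gal NOR-10 fibroblasts. Bars are means, error bars are SD (n = 3) and numbered points are the replicates, which lie between 171.7 and 183.6 in the control group and between 1956.1 and 2978.9 in the D-gal group.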

**FIGURE 3:**
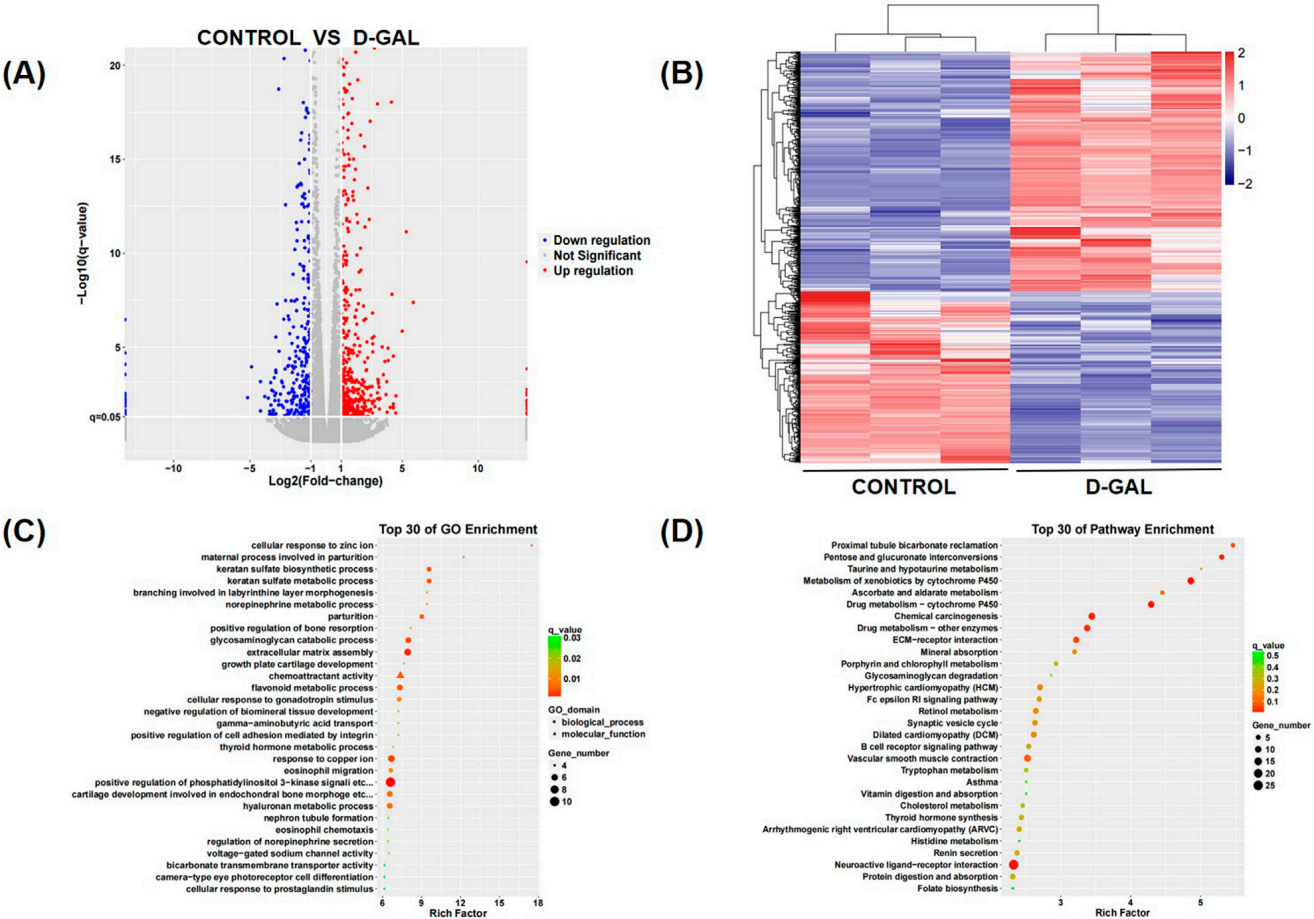
**(A)** The heatmap of differential genes of the sequencing results **(B)** The volcano plot of differential genes of the sequencing results **(C)** The GO enrichment of differential genes of the sequencing results **(D)** The KEGG enrichment of differential genes of the sequencing results.

### IGFBP5 is highly expressed in the senescence

The protein level in cells induced by D-gal of insulin-like growth factor binding protein 5 (IGFBP5) has also exhibited a noticeable elevation, suggesting its potential role in the fibrotic process (Supplementary Figure 2). Additionally, we performed PCR validation using FAPs cells. In FAPs induced by D-gal, the markers of senescence, fibrosis, and adipogenesis were all increased, along with an elevation in IGFBP5 (Supplementary Figure 3). This indicates that within the skeletal muscle aging model, the skeletal muscle not only shows characteristics of fibrosis but also an upregulation in the expression of IGFBP5, aligning with the sequencing results. Immunofluorescence staining in the D-gal-induced aging animal model has revealed a significant increase in the expression of α-SMA. Furthermore, IGFBP5 has shown a more pronounced and widespread distribution in skeletal muscle compared to the control group, indicating a possible association between IGFBP5 expression and the aging process in skeletal muscle (Supplementary Figure 4). These findings suggest that the D-gal-induced aging model is associated with a notable increase in skeletal muscle fibrosis and a high expression of IGFBP5, which may play a role in the fibrotic response to aging.

### Knockout of IGFBP5 alleviates fibrosis in the aging model

To investigate the specific mechanisms of action of IGFBP5 at the cellular level, siRNA and plasmids were selected (Figures 4A, B). In NOR-10 cells induced by D-gal, protein level analysis revealed that the fibrosis level in fibroblasts decreased after the knockout of IGFBP5 (Figure 4C). Additionally, the senescence of cells with IGFBP5 knockout was significantly improved (Figure 4D). Moreover, SAMP8 mice were selected for the study. 24-week-old mice was chosen for the experiment, administering siRNA via tail vein injection for 4 weeks to knock down the expression of IGFBP5 in aging mice. At the end of the modeling, consistent with the previous text, the mice’s body weight, muscle strength, and the weight of lower limb muscles (gastrocnemius, tibialis anterior, quadriceps) and their percentage related to mice weight were assessed (Figure 5A). The results demonstrated that in the IGFBP5 knockdown group, there was a moderate decrease in body weight, a significant improvement in muscle strength, and a noticeable increase in the weight of the lower limb muscles. The percentage was not as significantly improved, but there was a general upward trend. Tissue section staining with HE and Masson also showed that the degree of fibrosis in skeletal muscle was improved in mice with IGFBP5 knockdown. This was manifested as a significantly larger cross-sectional area of muscle fibers in the siRNA group compared to aging mice, improved gaps between muscle fibers, and relatively less connective tissue compared to aging mice, although it did not reach the condition of normal adult mice (Figures 5B, C).

**FIGURE 4:**
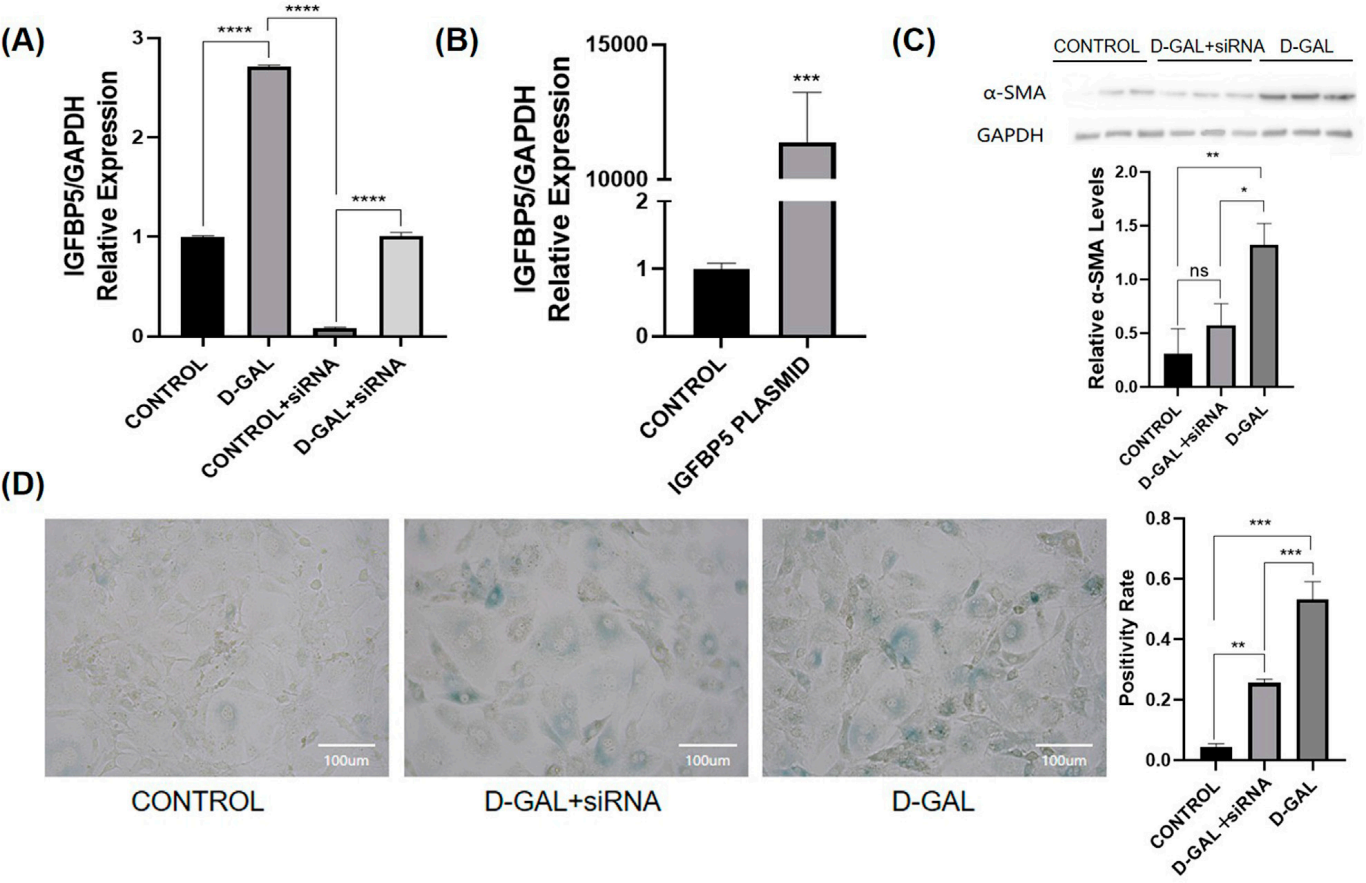
**(A)** The PCR of IGFGP5 (CONTROL vs. D-GAL vs. CONTROL + siRNA vs. D-GAL + siRNA); **(B)** The PCR of IGFBP5 (CONTROL vs. PLASMID) **(C)** Western blot of α-SMA and the statistical analysis **(D)** SA-β-gal staining of NOR-10 and the statistical analysis (CONTROL vs. D-GAL + siRNA vs. D-GAL) (compared to control group, *p < 0.05, **p < 0.01, ***p < 0.001, **** *p* < 0.0001).

**FIGURE 5:**
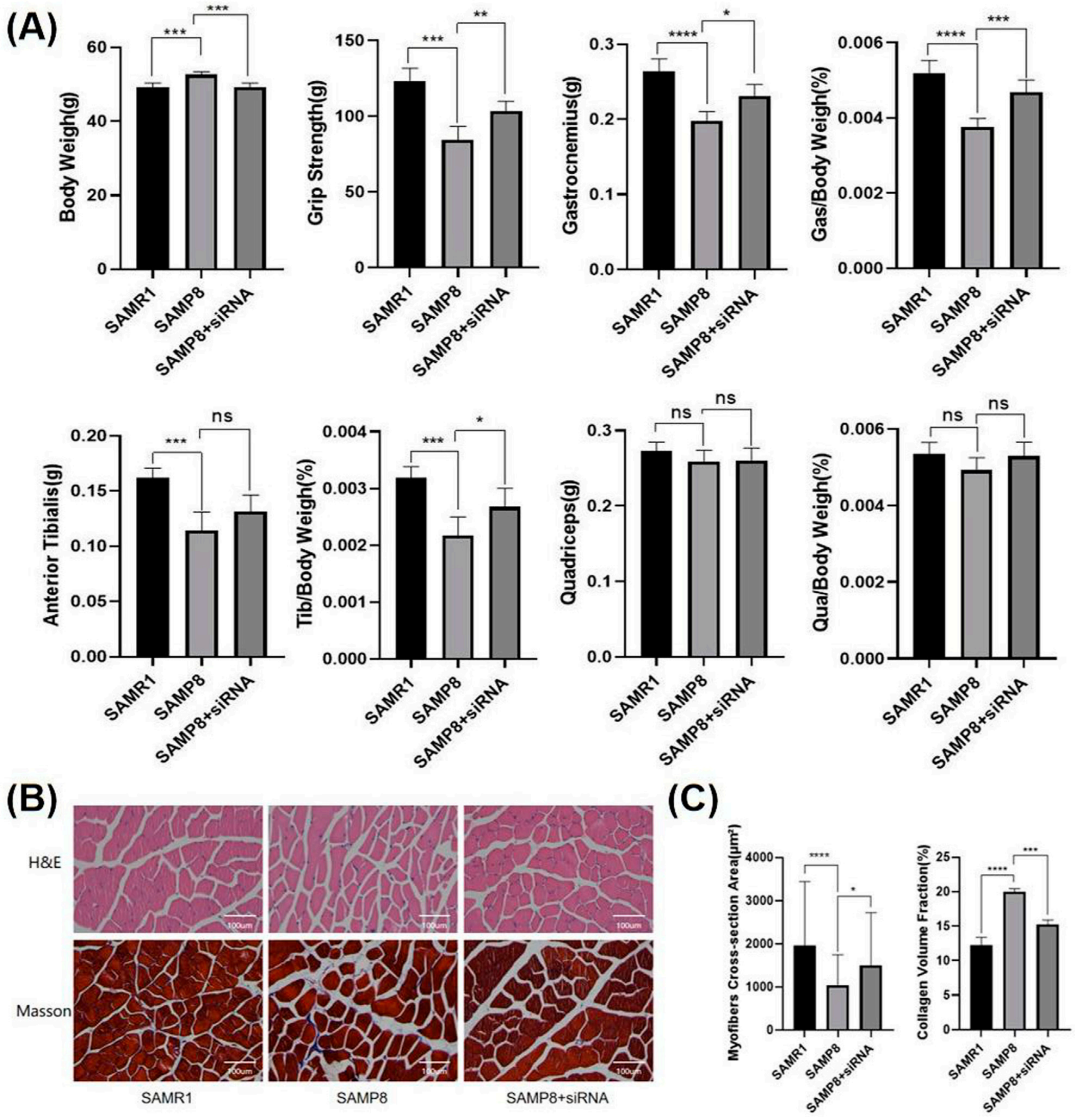
**(A)** Body weight, muscle strength, and the weight of lower limb skeletal muscles (gastrocnemius, tibialis anterior, quadriceps) and their percentage of the body weight of mice(SAMR1 vs. SAMP8 vs. SAMP8+siRNA) **(B)** The HE and Masson staining of limb skeletal muscle(SAMR1 vs. SAMP8 vs. SAMP8+siRNA) **(C)** the statistical analysis of myofiber CSA and CVF (compared to control group, *p < 0.05, **p < 0.01, ***p < 0.001, **** p < 0.0001).

### IGFBP5 regulates skeletal muscle fibrosis through IGF-1

Immunofluorescence staining of muscle tissue from aging mice and mice with IGFBP5 knockout revealed that the expression of the fibrosis marker α-SMA was significantly reduced in mice with IGFBP5 knockout (Figure 6). Notably, IGFBP5 expression was also substantially decreased (Figure 6). This indicates that IGFBP5 can indeed alleviate skeletal muscle fibrosis. IGF-1 can affect TGF-β1 activity, a cytokine linked to fibrosis. It also regulates ECM buildup, key in muscle fibrosis. IGF-1 is the main route for IGFBP5’s effects, with IGFBP5 impacting processes both with and without IGF-1. The signaling pathway involves a complex network of genes. This study focuses specifically on investigating whether IGFBP5 can regulate skeletal muscle fibrosis in an IGF-1-dependent manner, without delving into the deeper mechanistic aspects of its action. To verify this, immunofluorescence staining of skeletal muscle tissue was performed again, and it was found that in SAMP8 mice with IGFBP5 knockout, the expression of IGF-1 was increased compared to aging SAMP8 mice (Supplementary Figure 5). TGF- β staining was also performed, and TGF- β expression was reduced in the IGFBP5 knockout mice (Supplementary Figure 5). This suggests that IGFBP5 may modulate the process of skeletal muscle fibrosis by mediating interactions with both IGF-1 and TGF-β pathways.

**FIGURE 6:**
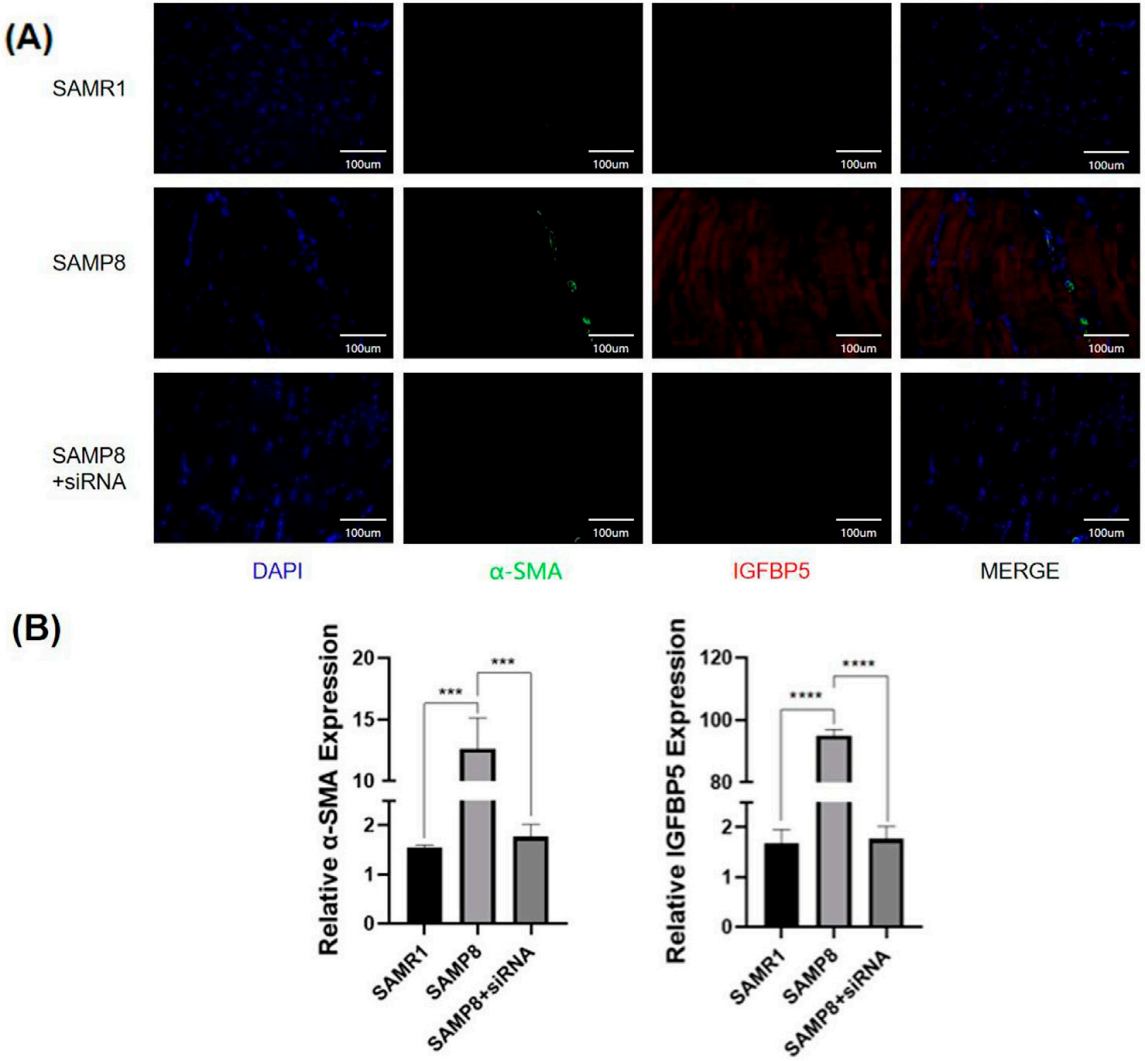
**(A)**The immunofluorescence staining of skeletal muscle ( α-SMA , IGFBP5 ) (SAMR1 vs. SAMP8 vs. SAMP8+siRNA) **(B)** Statistical analysis of the positive expression (compared to control group, *p < 0.05, **p < 0.01, ***p < 0.001, **** p < 0.0001).

## Discussion

The interplay between muscle atrophy and fibrosis is a central aspect of sarcopenia (Boccardi, 2024). While muscle atrophy involves the loss of muscle fibers, fibrosis refers to the excessive deposition of extracellular matrix (ECM) proteins, particularly collagen, which leads to muscle stiffness and a reduction in physical activity levels (Bonaldo and Sandri, 2013; Sakuma et al., 2014; Mahdy, 2019). This combination not only impairs mobility but also disrupts the communication between muscle satellite cells and their environment, thereby compromising the muscle’s regenerative capacity (Blau et al., 2015; Hong et al., 2022).

Skeletal muscle fibroblasts are essential cells within skeletal muscle that play a multifaceted role in maintaining muscle structure, function, and homeostasis (Chapman et al., 2016). These cells are primarily responsible for the synthesis and secretion of extracellular matrix (ECM) components, such as collagen, elastin, and glycosaminoglycans, which provide mechanical support and structural integrity to muscle fibers (Plikus et al., 2021; Chapman et al., 2016). In addition to their structural role, skeletal muscle fibroblasts are crucial for tissue repair and regeneration following injury (Tidball, 2011; Younesi et al., 2024). Upon activation, these fibroblasts can differentiate into myofibroblasts, which express contractile proteins like α-smooth muscle actin (α-SMA) and contribute to the formation of scar tissue (Younesi et al., 2024; Hall et al., 2023; Gibb et al., 2020). However, excessive or prolonged activation of myofibroblasts can lead to pathological fibrosis (Schuster et al., 2023; Younesi et al., 2024). Moreover, fibroblasts play a significant role in regulating inflammation and immune responses (Davidson et al., 2021; Chapman et al., 2016). Additionally, skeletal muscle fibroblasts interact closely with muscle cells, influencing their growth, differentiation, and contractile function through the secretion of growth factors like IGF-1 and by providing mechanical signals (Chapman et al., 2016; Murphy et al., 2011; Abdel-Raouf et al., 2021). Their functions extend beyond structural support to include critical roles in immune regulation and cellular communication, highlighting their importance in both physiological and pathological contexts (Chapman et al., 2016).

Fibro-adipogenic progenitors (FAPs) are mesenchymal stromal cells residing in skeletal muscle interstitium, playing dual roles in muscle homeostasis, regeneration, and pathology (Joe et al., 2010; Uezumi et al., 2010). Following muscle injury, FAPs rapidly activate, proliferate, and transiently expand to orchestrate regeneration, which promote muscle satellite cell (MuSCs) proliferation and differentiation into myofibers (Heredia et al., 2013). This post-injury pro-regenerative response was tightly regulated by inflammatory signals such as TNF-α, while anti-inflammatory cytokines such as IL-4 and IL-13 later induce FAPs apoptosis, preventing excessive extracellular matrix (ECM) deposition (Lemos et al., 2015). Dysregulation of this balance leads to pathological outcomes, where FAPs underwent fibro-adipogenic differentiation, replacing functional muscle tissue and impairing contractility (Natarajan et al., 2010).

Notably, FAPs exhibit microenvironment-dependent plasticity. While their crosstalk with MuSCs is essential for repair, aberrant signaling such as TGF-β overactivation shifts FAPs toward a profibrotic state (Contreras et al., 2019). Recent studies highlight their dual nature—indispensable for regeneration yet potential drivers of degenerative diseases. Therefore, FAPs are pivotal regulators of skeletal muscle dynamics, balancing regenerative support with risks of pathological tissue remodeling, making them critical targets for muscle disease therapies. However, their complex mechanisms of action and interactions with numerous other cellular pathways make it challenging to elucidate a singular mechanism. In this study, we focus on skeletal muscle fibroblasts as the primary cell type for investigation, although FAPs are also employed for some key validations.

D-gal is a widely used chemical to induce cellular senescence (Azman and Zakaria, 2019). Cells undergoing senescence induced by D-gal exhibit mitochondrial structural damage and a decline in energy metabolism, which are highly related to cellular aging studies have confirmed that D-gal can induce senescence, fibrosis, and redox imbalance in skeletal muscle fibroblasts (Wu et al., 2022; Ma et al., 2024). Our results confirm that D-gal effectively induces cellular senescence and skeletal muscle fibrosis in both cellular and animal models. The increase in senescence markers and fibrosis-related proteins, along with the observed decline in muscle strength and mass, are consistent with previous studies that highlight the role of D-gal in modeling aging-associated pathologies. The observed lethargy and reduction in muscle fiber cross-sectional area further validate the model’s relevance to sarcopenia research.

The sequencing analysis conducted in our study has unveiled substantial alterations in mRNA expression, pinpointing IGFBP5 as a potential regulator of skeletal muscle fibrosis. This discovery associates with existing literature, which posits that IGFBP5 plays a complex and multifaceted role in cellular processes, particularly in the realms of cell growth and metabolism regulation. The overexpression of IGFBP5 in senescent skeletal muscle fibroblasts, coupled with its association with elevated markers of fibrosis, highlights its potential as a therapeutic target for interventions aimed at combating fibrosis. IGFBP5 is highly conserved in evolution compared to other IGFBP proteins and possesses a variety of biological activities (Duan and Allard, 2020). Existing research has demonstrated that IGFBP5 can play a role in the regulation of cell growth and metabolism by mediating the IGF1 signaling pathway (Ding et al., 2016). However, in addition to its function through the IGF signaling pathway, IGFBP5 also has IGF-independent activity, which adds to the complexity of its regulation of cellular behavior (Duan and Allard, 2020; Dittmer, 2022). We further investigate whether IGFBP5 can affect the fibrotic phenotype of skeletal muscle in an IGF-1-dependent manner.

The intricate role of IGFBP5 extends beyond its interaction with insulin-like growth factors (IGFs) (Beattie et al., 2006). It is known to modulate IGF bioavailability by binding to IGFs, thereby influencing the activity of the IGF signaling pathway (Clemmons, 2016). This pathway is crucial for various physiological processes, including muscle growth and repair. Based on the provided search results, there is no direct evidence discussing the regulation of IGFBP5 expression in fibroblasts and FAPs. However, IGFBP5 were found to be associated with fibrotic pathways in other tissue, suggesting the possibility that the expression of IGFBP5 could also be regulated under muscle pathologies (Contreras et al., 2021; Sorokina et al., 2024; Babaeijandaghi et al., 2023; Li et al., 2025). This study aims to investigate the role of IGFBP5 in the fibrosis of aging skeletal muscle. In the *in vivo* experiments conducted in this paper, it was found that in SAMP8 mice with knockdown of IGFBP5, there was a noticeable improvement in muscle strength, and both the weight and cross-sectional area of the skeletal muscles were improved to some extent. This indicates that the knockdown of IGFBP5 can partially ameliorate the quality of aging skeletal muscle. Staining of the skeletal muscles also showed a reduction in the degree of fibrosis, and the expression of IGF-1 increased to some extent after the knockdown of IGFBP5. This suggests that IGFBP5 can act through the regulation of IGF-1 in the fibrosis of aging skeletal muscle. In previous research related to skeletal muscle, there is literature supporting that IGFBP5 can function as a growth factor regulating skeletal muscle growth and also plays a role in disuse atrophy of skeletal muscle.

Mice and humans share a high degree of similarity in genetic mechanisms and physiological characteristics, which is why mouse models are widely used in medical research on human aging (Breschi et al., 2017). One of the most commonly used strains is the C57BL/6J mouse; almost all biological markers can detect aging changes in mice aged 18–24 months, making it a frequently used model for natural aging (Wu et al., 2024). The D-gal-induced aging model involves the continuous injection of D-gal into animals over a certain period, leading to an increase in galactose concentration within cells (Wang et al., 2023). Under the catalysis of aldose reductase, galactose is reduced to galactitol, which cannot be further metabolized by cells and accumulates, affecting osmotic pressure, causing cell swelling and dysfunction, ultimately leading to aging (Azman and Zakaria, 2019; Azman et al., 2021). Initially used to establish cataract models, this model has been developed through continuous research, and its various biochemical and physiological indicators are similar to natural aging, making it widely used today (Azman and Zakaria, 2019). The senescence-accelerated mouse (SAM) is a kind of premature aging model mouse, including two strains: SAMP (senescence accelerated-prone mouse) and SAMR (senescence accelerated resistant mouse) (Chiba et al., 2009; Takeda, 2009). SAMP exhibits rapid aging characteristics after a normal growth period (Takeda, 2009). SAMP8, a sub-strain of SAMP, is currently recognized as an ideal model for natural aging and dementia (Butterfield and Poon, 2005; Liu et al., 2020). In this article, the D-gal aging model and the SAMP8 premature aging mouse model were selected for their short modeling time and simple operation. Many pathways and targets related to skeletal muscle have been identified in these two models, such as the Wnt/β-catenin signaling pathway and its downstream cascade (Rudolf et al., 2016), the AMPK/TGF-β/SMAD axis (Zhong et al., 2024), and important skeletal muscle-related pathways, as well as targets related to skeletal muscle fibrosis and atrophy, such as CILP2 and TRIM16 (Deng et al., 2024; Guo et al., 2024). This study found that the IGFBP5 target may regulate the progression of fibrosis and sarcopenia in aging skeletal muscle through the IGF-1 pathway.

In this study, we also observed a seesaw effect between IGF-1 and TGF-β. The role of TGF-β in skeletal muscle fibrosis is undoubted. In skeletal muscle fibrotic pathologies, TGF-β1 is highly expressed and plays a key role in the development of skeletal muscle fibrosis (Ismaeel et al., 2019; Budi et al., 2021). It can promote the expression of extracellular matrix (ECM) components such as collagen and fibronectin and inhibit ECM degradation, playing a significant role in cell morphogenesis, proliferation, and differentiation processes (Roberts et al., 1992; Akhurst, 2004; Massagué and Sheppard, 2023). The activation of the TGF-β signaling pathway leads to pathological fibrosis (Meng et al., 2016). IGF-1 also plays a very important positive role in the growth and development of skeletal muscle, can delay various pathological muscle atrophies, and maintain and promote the growth and survival of the nervous system (Yoshida and Delafontaine, 2020; Ahmad et al., 2020). The decline in skeletal muscle mass and strength (sarcopenia) is also related to the reduced activity of the IGF-1/Akt/mTOR signaling pathway (Feng, 2010; López-Caamal et al., 2012). Both TGF-β and IGF-1 are important factors in skeletal muscle, and our research suggests that IGFBP5 may affect skeletal muscle aging and fibrosis by regulating the dynamic balance between TGF-β and IGF-1 through the expression of regulatory factors.

While our study focuses on the role of IGFBP5 in skeletal muscle fibrosis and sarcopenia, its involvement in fibrosis extends to multiple tissues and disease states, highlighting its potential as a therapeutic target. IGFBP5 is upregulated in idiopathic pulmonary fibrosis (IPF) and contributes to fibroblast activation and ECM remodeling. Elevated IGFBP5 levels in bronchoalveolar lavage fluid correlate with disease severity, suggesting its potential as a biomarker (Sureshbabu et al., 2011). In heart failure and myocardial infarction, IGFBP5 plays a dual role in fibrosis and repair, and also supports angiogenesis and cardiomyocyte survival under stress, highlighting its context-dependent roles (Zhu et al., 2024). IGFBP5 promotes fibroblast-to-myofibroblast transition and collagen synthesis, and interacts with ECM components (e.g., collagen I, III) to stabilize fibrotic lesions (Sureshbabu et al., 2009). Moreover, IGFBP5 has been shown to act independently of IGF-1 in other cell and disease models, indicating a complexity that warrants additional research (Duan and Allard, 2020; Dittmer, 2022). The interplay between TGF-β and IGF1 is not confined to a single pathway and requires further exploration. By elucidating the broader role of IGFBP5 in fibrotic disorders, our study not only advances understanding of its mechanisms in sarcopenia but also highlights its relevance across multiple diseases. This positions IGFBP5 as a promising target for anti-fibrotic therapies, with potential applications in pulmonary, cardiac, renal, hepatic, and dermal fibrosis.

In the present study, several limitations should be acknowledged. Firstly, naturally aged mice were not utilized, which may limit the direct relevance of the findings to natural aging processes. The relationships among SAMP8, SMAR1, and SAMP8 with siRNA require further investigation to elucidate their interactions and potential synergistic effects. Furthermore, in in vivo models, the injection of siRNA may potentially impact other cells within the skeletal muscle, not just limited to NOR-10. This necessitates further validation in subsequent studies. Additionally, conditional knockout mice were not employed, which could have provided more precise insights into gene-specific functions and their roles in the studied processes. Future research should address these limitations to enhance the robustness and applicability of the findings, and explore tissue-specific IGFBP5 regulation and its interplay with other fibrogenic factors to develop precision therapies.

These findings offer new insights into understanding age-related skeletal muscle fibrosis and provide potential molecular targets for the development of therapeutic strategies aimed at skeletal muscle fibrosis. By modulating the expression or activity of IGFBP5, it may be possible to slow down or reverse skeletal muscle fibrosis, thereby improving muscle function and quality of life in the elderly.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE285869.

# Supplementary material for: Deciphering the role of IGFBP5 in delaying fibrosis and sarcopenia in aging skeletal muscle: therapeutic implications and molecular mechanisms
**Source:** Front Pharmacol. 2025 Mar 12;16:1557703. doi: 10.3389/fphar.2025.1557703

P16(FIGURE1 B)

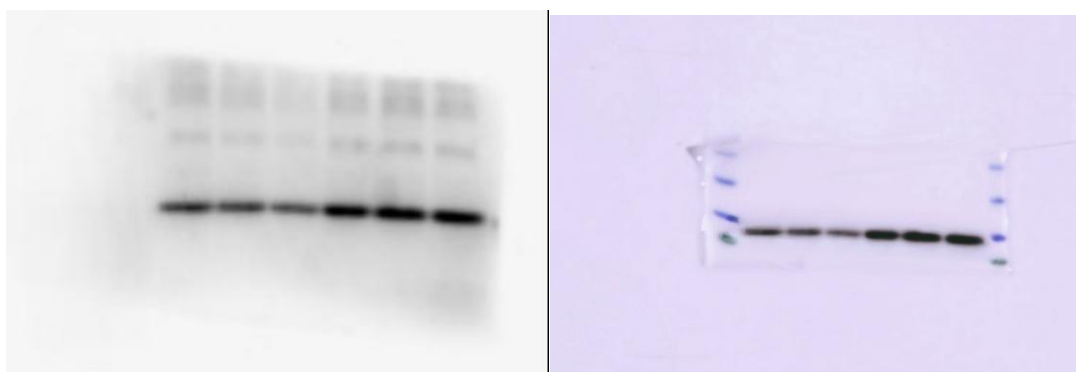

P53(FIGURE1 B)

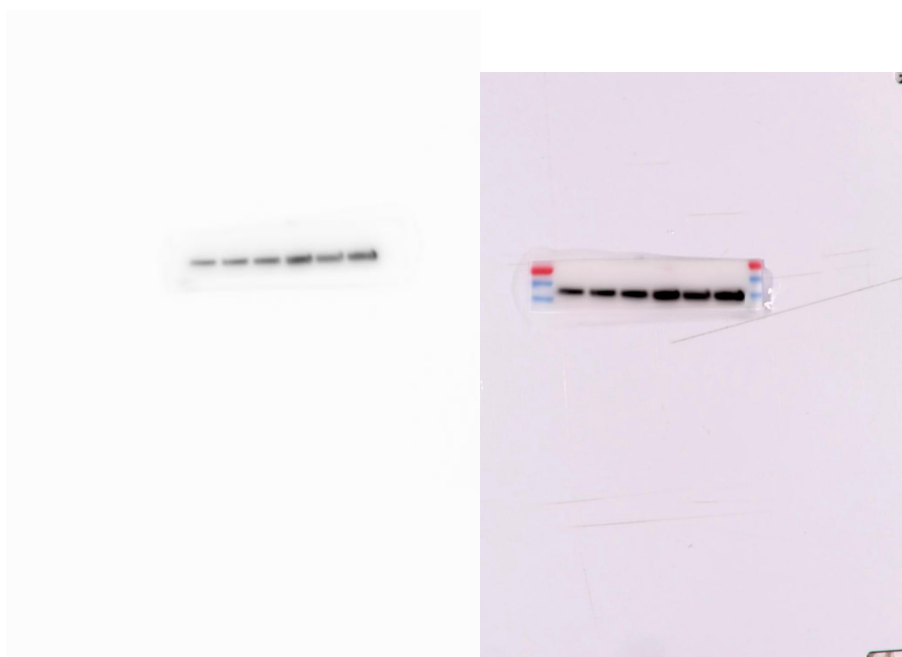

$\alpha$ -SMA(FIGURE1 C)

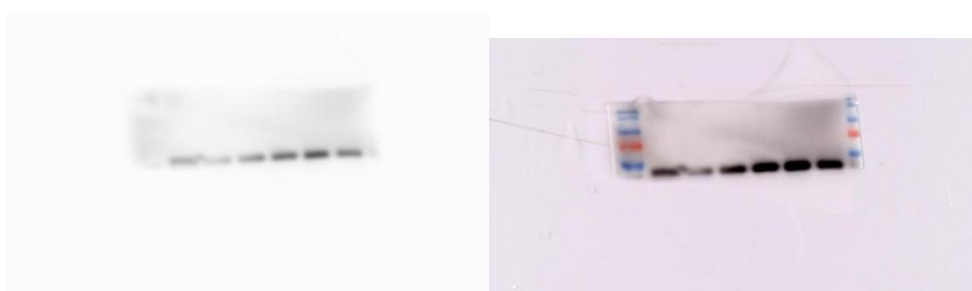

COL-1(FIGURE1 C)

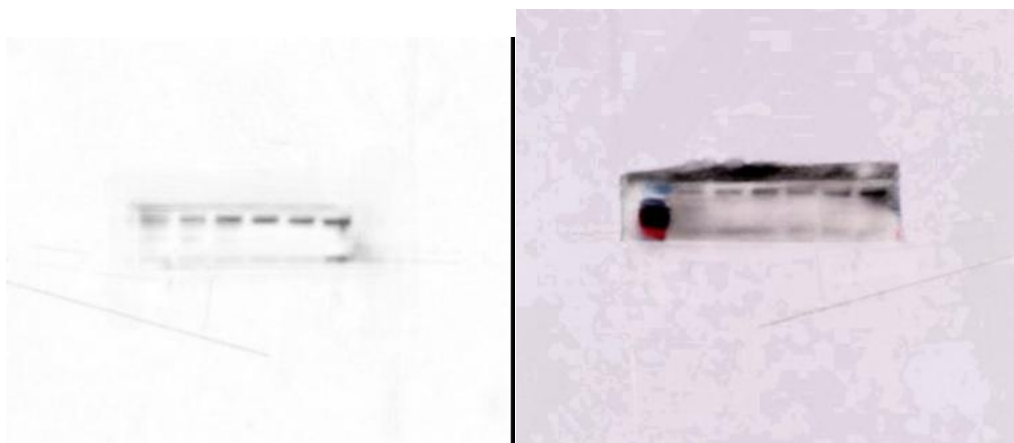

GAPDH(FIGURE1 B\C)-----All D-gal-induced samples(3 control group vs 3 D-gal-induced group) are the same.

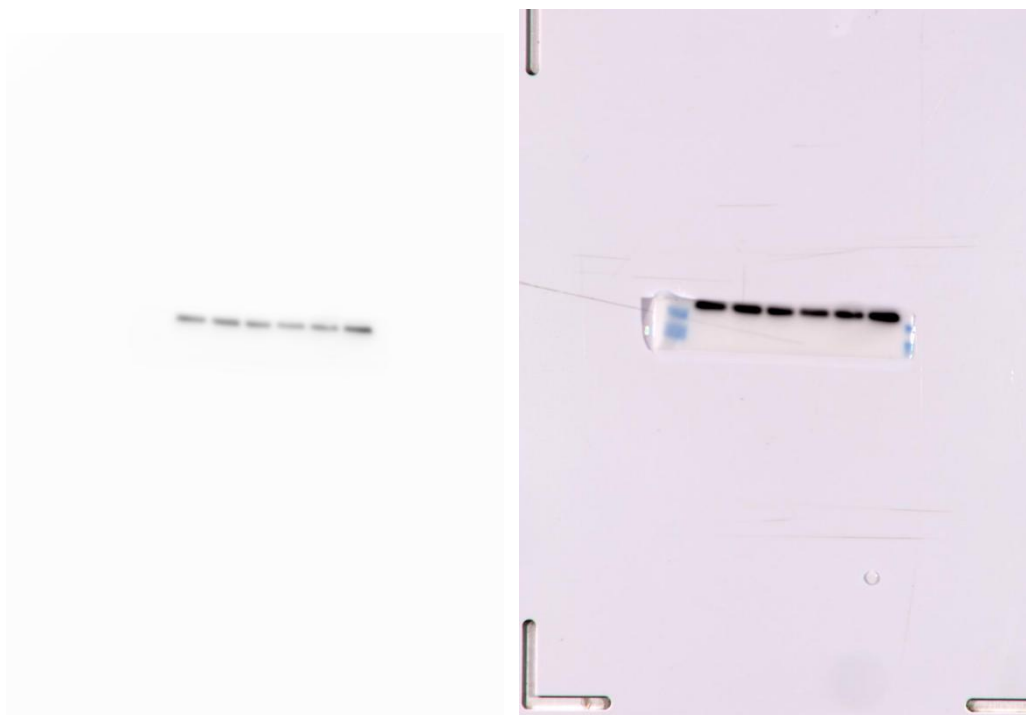

GAPDH(FIGURE 5C)

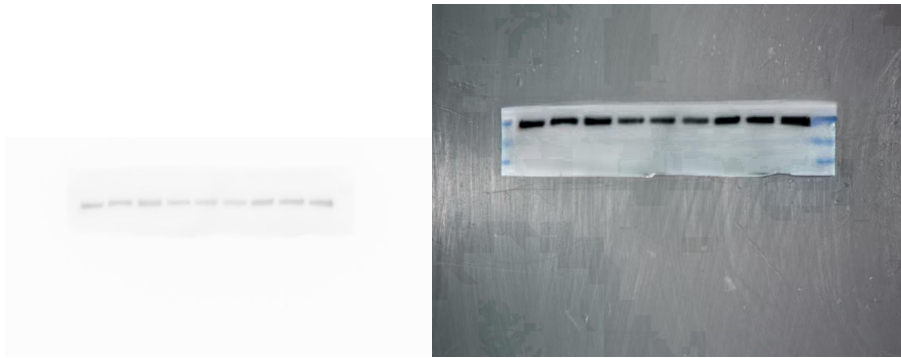

$\alpha$  -SMA(FIGURE 5C)

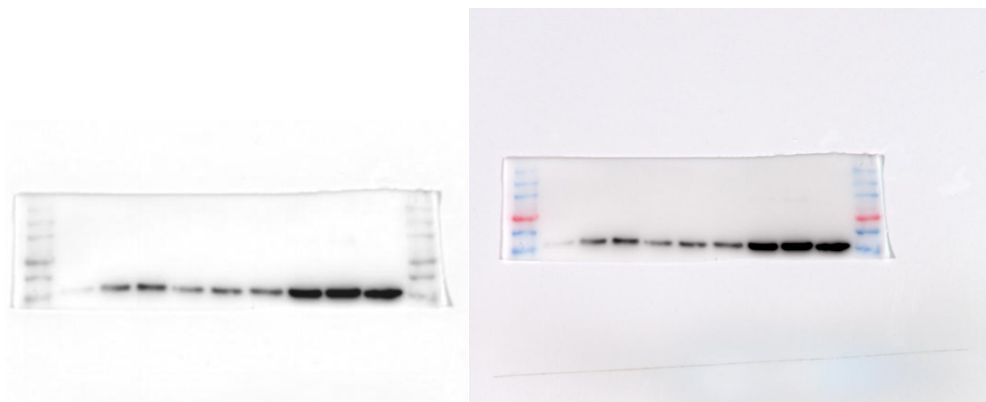

IGFBP5(supplymental image 2)

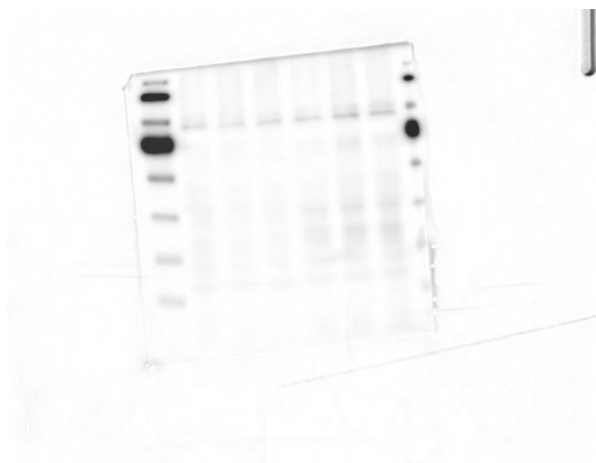

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

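RNA-seq of NOR-10 mouse skeletal muscle fibroblasts was re-analysed, with 3 control libraries (PBS) and 3 libraries of cells treated with 20 mg/mL D-gal for 3 days. Groups and replicate numbers came from the sample labels, and the dose and duration from the paper's methods. The paper's other experiments (western blots, PCR, staining and mice) are not analysed here.

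The deposited table holds, for each gene and library, a count of reads, which the authors gave without normalization. Before counting, according to the methods, the authors checked read quality and trimmed bases of low quality. The same table holds FPKM values, which the authors computed by dividing the counts by the gene length and the library's total count. The count divided by the FPKM gives the gene length they used. In 8554 of the 12662 genes compared, those with at least 100 counts in total, it was the sum of the lengths of the distinct exons in the annotation. The table holds 34745 genes, of which 14371 have a count of 0 in every library. All its per-sample columns were matched to a sample by name. Of its gene identifiers, 34344 are in GENCODE release M21 (GRCm38), and 27763 of these have the same start and end there. Genes were handled by identifier, since 27 symbols read as dates and 57 symbols belong to several identifiers. Library totals lay between 13759108 and 20830349 counts. Replicates of each group were compared by a chi-square test over the genes with at least 20 counts in both libraries together, and all pairs differed by more than the sampling noise, so no library was counted as a duplicate.

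Differential expression was computed with edgeR (version 4.0.16, R 4.3.3) by TMM normalization, filterByExpr and the quasi-likelihood test with Benjamini-Hochberg adjustment, with 3 libraries against 3 and no covariate. Thresholds were those of the paper's methods, an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. Normalized counts are counts divided by the TMM-scaled library size and multiplied by its mean over the libraries. Standard errors are the log2 fold change divided by the square root of the F statistic. Single genes were also compared with a two-sided exact permutation test over the 10 splits of the libraries, whose smallest p is 0.1. The genes named follow a rule: every gene the study names with a measurement in these cells or as a mediator (Igfbp5, Cdkn2a, Trp53, Acta2, Col1a1, Col1a2, Igf1 and Tgfb1), the 4 largest rises and 4 largest falls among differentially expressed genes whose groups do not overlap and which have at least 100 counts in every library of the higher group, and the 3 genes with the smallest p of each list reported.

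Gene lists were written from general knowledge, not copied from a database, for 19 groups: ECM-receptor interaction, xenobiotic metabolism by cytochrome P450, metal response, hyaluronan and glycosaminoglycan metabolism, transporters, translation factors, cell cycle, p53 targets, senescence markers, fibrosis, IGF axis, hypertonic stress, integrated stress response, NRF2 targets, cholesterol synthesis, hypoxia and glycolysis, oxidative phosphorylation, interferon response and myogenic genes. Over-representation was tested by a one-sided Fisher's exact test against the genes tested, and shifts by camera (limma version 3.58.1, preset correlation 0.01), each with Benjamini-Hochberg adjustment over the lists. The samples, tests, lists, naming rule and alternatives were set before the data were examined, except where the text says that a choice came later. The paper's own results from these libraries were known when they were set.

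The alternatives were DESeq2 (version 1.42.0) with its own size factors and Wald test, RLE size factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each replicate left out in turn, limma on log2(FPKM + 1) over the same genes, the adjusted p-value alone or under 0.01, glmTreat against a log2 fold change of 1, camera with an estimated correlation, fry, higher or lower genes only, and for the separation of the samples the 500 most variable genes or Spearman's correlation. After the data had been seen, 2 alternatives were added: counts thinned to the smallest library total (seed 7), and offsets that remove each library's trend over GC content and gene length.

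Overlapping genes were read from the reference annotation. Shared sequence is the percent of a gene's sampled words of 31 bases that also occur in other annotated genes, with 1 word kept in 16. Genes that differ between replicates were those with a mean of at least 200 counts and a normalized range over 2-fold within a group.

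The functions were tested on simulated data: negative binomial counts drawn for the real genes at the real library sizes with a dispersion of 0.008972 and 200 genes changed by known folds. Of the 200, edgeR recovered 199 among 13393 genes at an adjusted p-value under 0.05, DESeq2 196 and limma 199. With edgeR, 5.37% of the genes called were unchanged ones. Camera gave the list that had been shifted an adjusted p of 8.1e-25 and called 0 other lists. The genes were drawn independently of one another. The simulation therefore cannot show how often camera calls unshifted lists whose genes vary together, as in real libraries. In unchanged libraries, 0 of 13406 genes passed both the adjusted p-value and the fold change threshold. Calls at the adjusted p-value alone were not counted there. The GC and length correction reduced a simulated trend of 0.3 (log2 per 10 percent of GC) to 0.0055. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for preparation and figures.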

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

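The tests of library depth, of GC content and gene length, of galactitol and of the number of shifted lists in other splits were chosen only after the list results had been seen, while the tests of a hypertonic medium and of a loss of dividing cells had been set earlier.

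Genes of hypertonic stress, on which the paper reports no result, differed between the D-gal and the control group. Of the 27 tested, 12 of which other lists also hold, 11 were higher and 9 lower at an adjusted p-value under 0.05, with the same numbers when adjusted over the list alone. Their median log2 fold change was 0.13, and 9 were differentially expressed (6 higher and 3 lower), an enrichment of 7.92 (adjusted p = 1.7e-05 from the one-sided Fisher's exact test). Camera gave an upward shift with an adjusted p of 0.00369, which was 0.0664 without D-gal replicate 1 and 0.198 with an estimated correlation, and ranged from 8.7e-07 to 0.198 over the alternatives. The genes with the smallest p-values were Hspa4l (log2 fold change 1.69), Ranbp3l (2.23, with 6.06% of its sequence shared) and Smpd3 (1.52, overlapping a gene on the other strand). The tables argue against library depth and against GC content or gene length as the whole cause, since the adjusted p was 1.4e-04 with every library thinned to the smallest total and 0.0158 with the trends over GC content and gene length removed. The treatment of 20 mg/mL corresponds to 111 mM D-gal, so a hypertonic medium is a candidate explanation. Its test needed an upward shift (adjusted p = 0.00369), which is the result itself, and rises of Akr1b3 (2.33, with 15.03% of its sequence shared), Slc5a3 (0.55, overlapping a gene on its strand) and Slc6a6 (0.13, overlapping a gene on the other strand), which are genes of the list. All 3 rose with an adjusted p-value under 0.05, but this adds no independent evidence. The paper's discussion states that aldose reductase turns galactose into galactitol, which builds up in cells and alters osmotic pressure. The medium and galactitol cannot be told apart by the change of Akr1b3, which encodes an aldose reductase. Whether galactitol would raise Akr1b3 was not tested, and the samples include no osmotic control. Any other effect of D-gal also stays open, as untested.

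Cell cycle genes, for which the paper gives no direction, were lower in the D-gal group. The 68 genes of the list had a median log2 fold change of -0.48, and in 64 of them every D-gal library lay below every control library, where chance gives 10% for no overlap in either direction. That rate holds for a single gene. The genes are not independent replicates, so the number 64 describes the list and is not a test of it. Camera gave an adjusted p of 2.6e-33, and over the alternatives it ranged from 1.7e-46 to 0.149, the latter with an estimated correlation. Library depth and GC content or gene length are argued against as the whole cause by adjusted p-values of 1.2e-32 in thinned counts and 2.6e-34 with the trends removed. A loss of dividing cells and lower expression in each dividing cell cannot be told apart by the shift of the list (adjusted p = 2.6e-33), since both would give it and the shift is the result itself. Whether this reflects senescence, cell density or slower growth was not tested.

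Interferon response genes, which the paper does not discuss, were higher in the D-gal group. Of the 33 tested, 18 were higher and 1 lower at an adjusted p-value under 0.05 (22 and 1 when adjusted over the list alone), with a median log2 fold change of 0.30. Camera gave an adjusted p of 8.3e-05, with a range from 2.8e-06 to 0.2075 over the alternatives, the latter with an estimated correlation. The smallest p-values were those of Ifi44 (log2 fold change 1.06), Ifit1 (0.67, with 7.77% of its sequence shared) and Usp18 (0.71, overlapping a gene on the other strand). Thinned counts gave an adjusted p of 9.7e-05, and removing the trends over GC content and gene length gave 4.1e-05, which argues against both as the whole cause. The shift is a difference between the D-gal and the control group. Whether D-gal itself or another difference between the cultures caused it was not tested separately. No other biological explanation was tested.

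Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, shifted as many lists (5 of 19), while the other splits shifted 1 to 3. Since 10 splits cannot give a share under 0.1, the count of splits alone decides nothing about the lists.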

How the results depend on the processing

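The thinned counts and the removal of trends over GC content and gene length were chosen only after the results had been seen, as were the counts of lists in other splits.

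The log2 fold change of Igfbp5 was positive and past the threshold under all alternatives run, from 2.95 with limma on log2(FPKM + 1) to 3.95 without D-gal replicate 1. The number of differentially expressed genes was 564 in the main setting, 500 with DESeq2 (495 of them shared), 563 with RLE size factors, 627 without a filter, 383 with at least 10 counts in every library and 414 at an adjusted p-value under 0.01. It lay between 491 and 572 across the 6 fits that each left out one replicate, and was 541 in thinned counts and 561 with the trends removed. Larger moves came from the adjusted p-value alone (4661 genes, 2268 higher and 2393 lower), from glmTreat, which tests against a log2 fold change of 1 and not 0 (95 genes, 61 higher and 34 lower), and from limma on log2(FPKM + 1) (120 genes, 72 higher and 48 lower, 119 of them among the 564), whose pseudocount shrinks the change of low genes. With at least 10 counts in every library, 211 genes were higher against 318, and this filter leaves out genes near 0 counts in either group. Of the 10 splits of the libraries, 1 split, the real one, gave as many differentially expressed genes, and the others gave 0 to 3.

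Camera called 5 lists shifted, but 8 with DESeq2's statistics, 13 without a filter, 9 with at least 10 counts in every library, 16 with fry and 0 with an estimated correlation. It called 6 to 7 across the fits that left out one replicate. With an estimated correlation, the adjusted p was 0.2075 for the ECM-receptor interaction list and 0.1489 for the cell cycle list. With fry, it was 0.00208 for the transporters and 0.00256 for the translation factors, and without a filter it was 0.0461 for the translation factors. The cause was not tested. Their range over the alternatives was 5.3e-05 to 0.2075 for ECM-receptor interaction, 0.00208 to 0.2075 for transporters, 0.00256 to 0.251 for translation factors and 1.7e-46 to 0.1489 for cell cycle genes.

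Over-representation was called for 7 lists, for 5 to 8 across the fits that left out one replicate, and for 2 among the higher genes only. Across all alternatives set before the data were examined, the number ranged from 2 to 10. Fibrosis was called at the adjusted p-value alone (adjusted p = 2.3e-08, against 0.523 in the main setting). So was interferon response (0.0164, against 0.691). For higher genes only, the adjusted p of ECM-receptor interaction was 0.0651. For the transporters it was 1 among lower genes only, as 3 of the 21 are lower, and 0.275 at the adjusted p-value alone. For the cell cycle genes it was 4.7e-21 at the adjusted p-value alone, where changes under 2-fold count. Across the alternatives the adjusted p ranged from 2.1e-04 to 0.0651 for ECM-receptor interaction, from 3.1e-04 to 1 for transporters and from 4.7e-21 to 1 for cell cycle genes. Of the 10 splits, 1 split, the real one, gave as many over-represented lists.

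Among single genes, Trp53 changed direction around a log2 fold change of 0, from -0.0025 to 0.0001 with at least 10 counts in every library, 0.0312 with limma on log2(FPKM + 1) and 0.0155 in thinned counts, and to 0.0561 without control replicate 2 and 0.0543 without D-gal replicate 3. It lay between -0.0462 and 0.0561 across the 6 fits that left out one replicate, never past the threshold (adjusted p from 0.546 to 0.999 in edgeR's quasi-likelihood test and the alternatives). The other 15 genes named by the study or for the size of their change, and 29 further genes named for their list, kept their direction and their side of the adjusted p-value threshold wherever they were fitted. Slc6a12, Gm28062 and Lrrc17 had no value with at least 10 counts in every library. With limma on log2(FPKM + 1), 8 of the 16 genes named by the study or for the size of their change passed both thresholds against 9, as Apob had a log2 fold change of -0.93. The oxidative phosphorylation list changed direction, with no call either way, with DESeq2 (camera adjusted p = 0.916), with at least 10 counts in every library (0.994), with the trends removed (0.687) and without control replicate 1 (0.762) or D-gal replicate 2 (0.841). Its direction was kept in the other 4 fits that left out one replicate, and the adjusted p was 0.754 to 0.870 across all 6. Among the other lists, 34 values moved past the threshold and 14 fell back from it, the fits that left out one replicate not counted.

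The replicate numbers do not pair the samples, since the deviations from the group means correlated by -0.0114, -0.0027 and 0.0277 in the 3 pairs with the same number. With the replicate block, 530 genes were differentially expressed, the log2 fold change of Igfbp5 was 3.79 and 7 lists were shifted.

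The separation of the groups had an exact permutation p of 0.1 in all 3 settings, which is the smallest the design allows. The distance between groups exceeded that within groups by 16.6 over the 500 most variable genes and by 0.0118 for 1 minus Spearman's correlation. With 3 replicates per group, no permutation test here can go below 0.1.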

Differences from the paper's values

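The ratio of Igfbp5 to Gapdh counts in the D-gal group was 13.3 times that in the control group (SD 2.04, n = 3), against the paper's value of about 2.7 in Fig. 4A, read by eye, which shows PCR. The legend of that panel does not name the cells, and whether the PCR used the sequenced cultures is not stated. The ratio is taken from the counts of both genes, so the alternatives of test, filter and scaling set before the data were examined leave it at 13.3. With each replicate left out in turn, it lay between 12.46 and 14.43, and none of the alternatives closed the gap. Gapdh overlaps a gene on the other strand, shares 35.7% of its sequence with other genes and had 2385 to 3516 counts, so the ratio is uncertain.

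The paper reports that COL-1 protein rose in D-gal treated NOR-10 cells (Fig. 1C), whereas Col1a1 and Col1a2 mRNA were lower, with log2 fold changes of -0.71 and -0.97. Under all alternatives run they lay between -0.73 and -0.67 and between -1.00 and -0.93. The paper reports a rise of p53 protein (Fig. 1B), whereas the log2 fold change of Trp53 mRNA was -0.0025, and under the alternatives its adjusted p was at least 0.546.

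The paper names translation regulator activity and cell growth and death among the pathways of interest (Figs. 3C,D). The translation factor and cell cycle lists used here were not over-represented among the differentially expressed genes. These lists are not the paper's gene sets, and cell cycle genes are only a part of cell growth and death. The comparison is therefore not like for like. The setting under which cell cycle genes were over-represented is the adjusted p-value alone (adjusted p = 4.7e-21). No setting run called the translation factors over-represented, with the lowest adjusted p at 0.0534, while fry (0.00256) and camera without a filter (0.0461) called them shifted downwards.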

Other observations

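The tests of depth, GC content and gene length on the fibrosis list and under other lists, and those of genes that differ between replicates, were chosen only after the results had been seen.

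Several genes whose proteins the paper measured in D-gal treated NOR-10 cells, or names as mediators, changed by less than 2-fold at the mRNA level, with n = 3 per group and adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cdkn2a, which encodes p16, had a log2 fold change of 0.23 (standard error 0.05, adjusted p = 0.0103 from that edgeR test). Trp53, which shares 10.2% of its sequence with other genes, had a log2 fold change of -0.0025 (adjusted p = 0.98 from that edgeR test). Acta2, which encodes α-SMA, rose by 0.46 (adjusted p = 1.2e-04 from that edgeR test). Col1a1 fell by 0.71 (adjusted p = 6.0e-06 from that edgeR test) and Col1a2 fell by 0.97 (adjusted p = 4.8e-06 from that edgeR test). Igf1 rose by 0.34 (adjusted p = 6.7e-04 from that edgeR test) and Tgfb1 fell by 0.54 (adjusted p = 0.00149 from that edgeR test). All of them except Trp53 had D-gal values on one side of all control values.

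The fibrosis list, with 15 of its 41 tested genes also in other lists, was shifted downwards. Its median log2 fold change was -0.16, with 11 genes higher and 22 lower at an adjusted p-value under 0.05, also when adjusted over the list alone (camera, adjusted p = 0.00111, from 4.8e-06 to 0.2075 over the alternatives, the latter with an estimated correlation). Fn1, Col3a1 (-1.18, overlapping a gene on its strand) and Col1a2 had the smallest p-values. Only 3 of the 41 genes were differentially expressed, an enrichment of 1.74 (adjusted p = 0.523 from Fisher's exact test). At the adjusted p-value alone the list was over-represented (adjusted p = 2.3e-08 from the same Fisher's test). The list kept its direction in thinned counts (adjusted p = 1.1e-04) and with the trends over GC content and gene length removed (0.00357), which argues against depth and these trends as the whole cause. The shift is a difference between the D-gal and the control group. Whether D-gal itself or another difference between the cultures caused it was not tested separately.

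Other lists were over-represented among the differentially expressed genes in the one-sided Fisher's exact test with adjustment over the 19 lists, without a camera shift past the threshold in the main setting. These were xenobiotic metabolism by cytochrome P450 (8 of 33 genes, 2 higher and 6 lower, enrichment 5.76, adjusted p = 4.8e-04, and 0.615 among higher genes only), metal response (3 of 9 genes, enrichment 7.92, adjusted p = 0.0195), hyaluronan and glycosaminoglycan metabolism (5 of 31 genes, enrichment 3.83, adjusted p = 0.0241) and the IGF axis (4 of 20 genes, enrichment 4.75, adjusted p = 0.0241). A figure of the paper already shows xenobiotic metabolism by cytochrome P450 for the same libraries, with an enrichment of about 4.9. The result for that list is therefore not an independent finding. Without one replicate, the adjusted p of the metal response list ranged from 0.0179 to 0.129, with 5 of the 6 fits past 0.1. It was also past 0.05 with DESeq2 (0.09975), without a filter (0.103), with at least 10 counts in every library (0.0545), at the adjusted p-value alone (0.0758) and among higher genes only (0.615). That of the hyaluronan list was 0.101 without control replicate 1 and 0.106 without control replicate 2, 0.0854 in thinned counts, 0.0926 with the trends over GC content and gene length removed and 0.831 among higher genes only, and was under 0.05 in the other alternatives run. That of the IGF axis was 0.0651 among higher genes only and 0.736 among lower genes only. The IGF axis list holds Igfbp5, which the paper had already reported as upregulated in these libraries. Its over-representation is therefore not independent of that report, and the list was not tested without Igfbp5. The smallest p-values were those of Gsto1 (log2 fold change -0.73), Ugt1a7c (-1.498, overlapping genes on both strands, with 52.6% of its sequence shared) and Cyp1a1 (1.84) in the xenobiotic list. They were those of Mt1 (-1.997), Mt2 and Slc39a10 (0.17) in the metal response list, and of B4galt5 (-1.00), Ogn (0.98) and Fmod (-1.38) in the hyaluronan list. In the IGF axis, Igfbp7 (0.96, overlapping a gene on the other strand), Igfbp5 and Stc1 (2.40, overlapping a gene on the other strand, with 5.12% of its sequence shared) had the smallest p-values.

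The remaining lists passed neither test in the main setting. The senescence markers had an enrichment of 3.05 with an adjusted p of 0.0543 from Fisher's exact test, and 2.3e-04 to 0.641 over the alternatives. They passed with DESeq2 (0.0388), without a filter (0.00685), with at least 10 counts in every library (0.0158), at the adjusted p-value alone (2.3e-04), without control replicate 3 (0.0481) and without D-gal replicate 3 (0.0129). They did not pass with RLE size factors, the replicate block, higher genes only, lower genes only, thinned counts (0.0551), the trends removed (0.0608) or any of the other 4 replicates left out (up to 0.162). For the other lists here the adjusted p from Fisher's exact test was at least 0.658, and the NRF2 targets passed at the adjusted p-value alone (0.0173). The camera adjusted p-values were 0.0529 for p53 targets (35 genes, median log2 fold change 0.08), 0.217 for senescence markers (39 genes, -0.26), 0.0858 for the integrated stress response (39 genes, -0.08), 0.0532 for NRF2 targets (29 genes, -0.18), 0.0846 for cholesterol synthesis (25 genes, -0.10), 0.269 for hypoxia and glycolysis (35 genes, 0.07), 0.958 for oxidative phosphorylation (98 genes, -0.02) and 0.816 for myogenic genes (9 genes, 0.07). With one replicate left out, the adjusted p of the NRF2 targets lay between 0.0309 and 0.0453 and that of the p53 targets between 0.0353 and 0.0803. That of the integrated stress response was 0.0353 without D-gal replicate 1. Over the alternatives, the camera adjusted p ranged from 0.00175 to 0.2075 for the p53 targets, which passed with DESeq2 (0.0294), without a filter (0.0239), with at least 10 counts in every library (0.0424), with the replicate block (0.0488) and with fry. It ranged from 1.1e-04 to 0.2075 for the NRF2 targets, which passed without a filter (0.0182), with at least 10 counts in every library (0.0448), with the replicate block (0.0356) and with fry, and from 0.014 to 0.375 for the integrated stress response. It passed for the cholesterol synthesis list without a filter (0.0329) and with fry (3.8e-04), from 3.8e-04 to 0.2075, and for the hypoxia and glycolysis list with fry (1.1e-04), from 1.1e-04 to 0.334.

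Among the over-represented lists, the IGF axis had an upward shift with a camera adjusted p of 0.0529 in the main setting and a median log2 fold change of 0.04. It ranged from 1.6e-04 to 0.2075, passed with DESeq2 (2.7e-04), without a filter (0.00304), with at least 10 counts in every library (0.0424), in thinned counts (0.0119) and with fry (1.6e-04), and lay between 0.0803 and 0.1545 with one replicate left out. The xenobiotic list, at 0.0846, ranged from 0.00327 to 0.2075 and passed without a filter (0.0329) and with fry. The hyaluronan list, at 0.206, ranged from 0.0171 to 0.529 and passed with fry. The metal response list, at 0.0679 in the main setting, ranged from 6.1e-04 to 0.2075 and passed with DESeq2 (0.0285), without a filter (0.0105), with at least 10 counts in every library (0.0306), in thinned counts (0.0339) and with fry.

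A set of genes differed between replicates of one group. Of 9208 genes with a mean of at least 200 counts, 102 differed over 2-fold between control replicates and 100 between D-gal replicates, 164 in either group, while the median range was 1.09-fold and 1.10-fold. Examples, chosen after their values were seen, are Tmem127 (1725, 1966 and 195 counts in control libraries, and 1475, 182 and 164 in D-gal libraries) and Emp1 (4399, 18817 and 3966, and 2005, 1916 and 1885). D-gal is argued against as the cause, since the number in the D-gal group was 0.980 times that in the control group. Of the 162 genes in the reference, 39 overlap another gene on their strand, 24.1% against 8.69% of the other genes. Another 42 overlap a gene on the other strand alone, 25.9% against 29.2% of the other genes, and whether counting used the strand is not known. Summing each gene with its overlapping genes brought 16 of the 39 (41.0%) and 11 of the 42 (26.2%) within 2-fold, which argues against reads passed between overlapping genes as the cause for most of them, while it may account for those brought within 2-fold. The other 81 (50.0%) overlap no annotated gene on either strand. With summing on the same strand, the other strand or both, 28 of the 162 genes (17.3%) came within 2-fold, which argues against reads passed between annotated overlapping genes as the cause for the set. Among those 81 genes, 14 (17.3%) share at least 5% of their sequence with another gene, close to the 16.1% among other genes without overlap, which argues against shared sequence as the main cause. How the reads were assigned to transcripts and genes was not tested and stays open. Of the 164 genes, 9 are among the 145 differentially expressed genes at this level of counts.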
